# Executioner caspases restrict mitochondrial RNA-driven Type I IFN induction during chemotherapy-induced apoptosis

**DOI:** 10.1038/s41467-023-37146-z

**Published:** 2023-03-14

**Authors:** Shane T. Killarney, Rachel Washart, Ryan S. Soderquist, Jacob P. Hoj, Jamie Lebhar, Kevin H. Lin, Kris C. Wood

**Keywords:** Immunosurveillance, Apoptosis, Cell death and immune response

## Abstract

During apoptosis, mitochondrial outer membrane permeabilization (MOMP) enables certain mitochondrial matrix macromolecules to escape into the cytosol. However, the fate of mitochondrial RNA (mtRNA) during apoptosis is unknown. Here, we demonstrate that MOMP results in the cytoplasmic release of mtRNA and that executioner caspases-3 and -7 (casp3/7) prevent cytoplasmic mtRNA from triggering inflammatory signaling. In the setting of genetic or pharmacological casp3/7 inhibition, apoptotic insults result in mtRNA activation of the MDA5/MAVS/IRF3 pathway to drive Type I interferon (IFN) signaling. This pathway is sufficient to activate tumor-intrinsic Type I IFN signaling in immunologically cold cancer models that lack an intact cGAS/STING signaling pathway, promote CD8^+^ T-cell-dependent anti-tumor immunity, and overcome anti-PD1 refractoriness in vivo. Thus, a key function of casp3/7 is to inhibit inflammation caused by the cytoplasmic release of mtRNA, and pharmacological modulation of this pathway increases the immunogenicity of chemotherapy-induced apoptosis.

## Abstract (web summary)

During apoptosis, mitochondrial outer membrane permeabilization results in cytosolic mitochondrial RNA (mtRNA). Here, the authors demonstrate that caspase-3/7 inhibition promotes a cytosolic mtRNA-driven Type I interferon response via MDA5/MAVS/IRF3, increasing the immunogenicity of chemotherapy-induced apoptosis.

## Introduction

Intrinsic apoptosis is an evolutionarily conserved programmed cell death pathway employed by organisms to free themselves of deleterious cells^1^. MOMP is the governing step of intrinsic apoptosis and occurs when cytotoxic stress events overwhelm pro-survival BCL2 members, leading to the activation of BCL2 associated X, apoptosis regulator (BAX) and BCL2 antagonist/killer 1 (BAK)^2^. BAX and BAK form porous oligomers on the outer mitochondrial membrane, releasing inner membrane proteins into the cytosol, including cytochrome c^3^. Cytochrome c enters the cytoplasm following MOMP and forms the apoptosome complex with pro-caspase-9 and apoptotic protease activating factor-1 (Apaf-1). Auto-activation of caspase-9 occurs within the apoptosome and initiates the downstream cleavage of executioner casp3/7. Following the release of cytochrome c, BAX and BAK create macropores large enough to facilitate the herniation of the inner mitochondrial membrane into the cytoplasm^4,5^. The herniated inner membrane breaks down to create a communication channel between the mitochondrial matrix and cytosol capable of transmitting macromolecules, including nucleic acid species, between these cellular compartments. Although mtRNA is known to be immunogenic, in part owing to the fact that bidirectional transcription of the mitochondrial genome results in long, double-stranded RNA (dsRNA) species within the mitochondrial matrix^6–9^, it is thought to be turned over rapidly by the degradosome components mitochondrial RNA helicase SUV3 and polynucleotide phosphorylase PNPase to avoid unwanted inflammation^8^. Thus, its localization and potential to activate cytosolic nucleic acid sensing pathways following chemotherapy-induced MOMP is unclear.

Type I IFNs are critical regulators of antiviral immunity and cancer immunosurveillance^10–12^. Type I IFNs, including IFN-α and IFN-β, are activated following the detection of damage-associated molecular patterns (DAMPs) by cytosolic or endosomal nucleic acid pattern recognition receptors (PRRs). IFN-α and IFN-β are exported into the extracellular space, where they bind to the IFNα receptor (IFNAR) in an autocrine and paracrine manner. IFNAR activation leads to the transcription of hundreds of interferon-stimulated genes (ISGs), which control an antiviral state. In cancer, Type I IFNs promote multiple steps of the cancer-immunity cycle, including the maturation of dendritic cells (DC), the cross-priming of tumor-associated antigens (TAAs) between DCs and CD8^+^ T-cells, and the recruitment of cytotoxic T lymphocytes (CTLs) to the site of the tumor^13–15^. For these reasons, the generation of Type I IFNs in the tumor microenvironment (TME) is an attractive immunotherapeutic strategy in cancer^16–21^. However, efforts to pharmacologically activate Type I IFN production have suffered from important practical limitations. First, these efforts have largely focused on therapeutically activating Type I IFN signaling by engaging the cyclic GMP-AMP synthase (cGAS)-stimulator of interferon genes (STING) cytosolic dsDNA sensing pathway, either directly or through its upstream regulators^22^. Unfortunately, malignant cells are routinely selected for impaired cGAS/STING pathway activity during tumorigenesis, presumably to avoid immune detection^23–27^. For example, protein-level analyses of tumor specimens suggest that ~60% and ~50% of metastatic melanoma^23^ and stage III colorectal cancers^24^, respectively, lose cGAS/STING signaling competence through the repression of cGAS expression, STING expression, or both. Second, most efforts to pharmacologically activate Type I IFN production result in both tumor-intrinsic and -extrinsic IFN production when applied systemically, resulting in dose-limiting toxicities^28^. Thus, there is a significant need to discover methods to activate tumor-intrinsic Type I IFN signaling in a manner that is independent of the cGAS/STING pathway.

In this study, we trace the fate of mtRNA during apoptosis. We observe that MOMP results in the cytoplasmic release of mtRNA and that executioner caspases-3/7 – also activated by MOMP – prevent mtRNA-mediated activation of a potent antiviral MDA5/MAVS/IRF3 Type I IFN signaling pathway. Thus, a major function of casp3/7 is to prevent inflammation driven by the cytoplasmic release of mtRNA, and by combining apoptosis-inducing cytotoxic or targeted chemotherapies with caspase-3/7 inhibition, it is possible to achieve the long sought-after goal of pharmacologically-induced, tumor-intrinsic, and cGAS/STING-independent Type I IFN production to potentiate anti-tumor immunity.

## Results

### MOMP releases mtdsRNA into the cytosol in a BAX- and BAK-dependent manner

We first generated BAX and BAK (*BAX*^-/-^*BAK1*^-/-^) knockout and wild-type controls in *BRAF(V600E)* mutant A375 melanoma cells with CRISPR/Cas9 technology. To engage apoptosis, control and *BAX*^*-/-*^*BAK1*^*-/-*^ A375 cells were treated with the BRAF inhibitor PLX-4720 and the MCL-1 inhibitor S63845. As previously reported^29^, dual BRAF and MCL-1 inhibition promoted MOMP, as evidenced by the cleavage of casp3/7 and their substrate, PARP, an effect that was entirely abrogated in cells lacking BAX and BAK. (Fig. 1a, b and Supplementary Fig. 1a). To determine whether mtRNA is released into the cytoplasm following MOMP, A375 cells were subjected to combination PLX-4720 and S63845 treatment followed by cellular fractionation (Supplementary Fig. 1b). Apoptosis stimulation resulted in a significant accumulation of cytosolic mitochondrial gene mRNA transcripts that were absent in *BAX*^*-/-*^*BAK1*^*-/-*^ cells (Fig. 1c and Supplementary Fig. 1c). Furthermore, staining A375 wild-type and *BAX*^*-/-*^*BAK1*^*-/-*^ cells with the anti-dsRNA (J2) antibody following apoptosis stimulation revealed cytosolic mitochondrial dsRNA species in wild-type cells, but not *BAX*^*-/-*^*BAK1*^*-/-*^cells, upon PLX-4720 and S63845 treatment (Fig. 1d and Supplementary Fig. 1d). Together, these data extend prior evidence of BAX/BAK-dependent nucleic acid release, and in particular, mtdsRNA release in the setting of PNPase deficiency, by demonstrating that chemotherapy-induced MOMP leads to mtdsRNA release even in the setting of an intact RNA degradosome^4,5,8^.

**Fig. 1:**
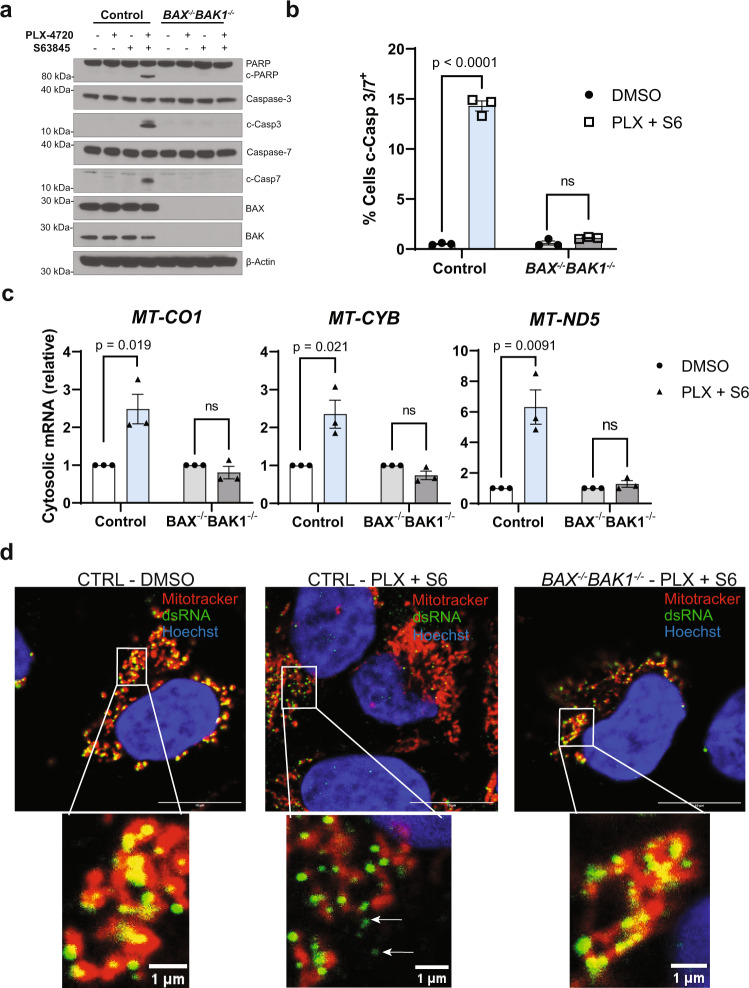
Engagement of mitochondrial outer membrane permeabilization releases mtdsRNA into the cytoplasm in a BAX- and BAK-dependent manner. A375 *BAX*^*-/-*^*BAK1*^*-/-*^ or wild-type control cells were treated with 0.5 µM PLX-4720 (PLX), 0.5 µM S63845 (S6), or the combination for 36 h before performing the following experiments. **a** Western blot showing expression of the indicated proteins; representative of three independent experiments (*n* = 3). **b** Flow cytometry measurement of CellEvent™ cleaved casp3/7 FITC positive cells. **c** RT-qPCR of mtRNA from an isolated cytosolic fraction following the specified drug treatment in A375 wild-type or *BAX*^*-/-*^*BAK1* cells. mRNA levels are normalized to each cell line’s DMSO treated control. Cytosolic TBP was used as the housekeeping gene. **d** Immunofluorescence images of dsRNA with an anti-dsRNA (J2) antibody were taken. Mitochondria and nuclei are stained with MitoTracker Deep Red and Hoechst, respectively. Scale bars, 10 μm, in original image. Data are representative of two non-overlapping images. Arrows indicate cytosolic dsRNA. **b**, **c** Each dot represents a biological replicate from three independent experiments (*n* = 3). Two-tailed unpaired *t*-test, *p*-values are included in the figure; ns = not significant. Data are presented as mean ± SEM.

### Caspases-3 and -7 suppress mtRNA-dependent Type I IFN production following MOMP

Given that apoptosis is canonically associated with a lack of inflammatory signaling, we reasoned that a downstream mechanism might prevent mtRNA from activating endogenous antiviral defense pathways during MOMP. Caspases, particularly casp3/7, were originally thought to be vital for cell death following MOMP. However, consistent with the findings of others^30,31^, we observed that pan-caspase inhibition does not influence the extent of cell death following MOMP (Supplementary Fig. 1e). Interestingly, executioner caspases have recently been described as essential for the suppression of innate immune signaling during apoptosis, by preventing the recognition of mtDNA and other immunogenic ligands^32^. When MOMP is activated in caspase-deficient settings, a process known as caspase-independent cell death (CICD), antiviral innate immune signaling pathways become activated and secrete Type I IFNs and tumor necrosis factor alpha into the extracellular environment^33–35^. Given their role in preventing mtDNA-dependent inflammation during cell death, we hypothesized that casp3/7 also  inhibit mtRNA from activating Type I IFN signaling during apoptosis.

A375 cells stably lacking caspase-3 (*CASP3*^*-/-*^), caspase-7 (*CASP7*^*-/-*^), or both (*CASP3*^*-/-*^*7*^*-/-*^) were generated through CRISPR/Cas9 gene deletion and subsequently treated with PLX-4720 and S63845 individually or in combination (Fig. 2a). Induction of MOMP was observed across all the derivative cell lines treated with the drug combination, as demonstrated by the cleavage of caspase-9, while the lack of cleaved PARP in *CASP3*^*-/-*^*7*^*-/-*^ cells undergoing MOMP functionally validated casp3/7 knockout in these cells (Fig. 2a). Interestingly, MOMP led to the phosphorylation of signal transducer and activator of transcription 1 (STAT1), a marker of IFNAR activation^12^, in *CASP3*^*-/-*^*7*^*-/-*^ A375 cells (Fig. 2a). In concordance with IFNAR activation, only MOMP-induced *CASP3*^*-/-*^*7*^*-/-*^ A375 cells showed significant transcriptional induction of the ISGs *ISG15* and *CXCL10* when compared across all conditions (Fig. 2b and Supplementary Fig. 1f)^36^. To identify the cytokine that is activating IFNAR, MOMP was induced in caspase knockout cell lines, and extracellular levels of the Type I IFN family members IFN-α and IFN-β were measured. Whereas *CASP3*^*-/-*^*7*^*-/-*^ A375 cells appreciably secreted IFN-β following MOMP, IFN-α secretion into the extracellular space was not observed (Fig. 2c and Supplementary Fig. 1g, h). Pharmacological induction of CICD was achieved through pairing BRAF and MCL-1 inhibitors with the pan-caspase inhibitor Emricasan in A375 wild-type cells. Treatment with Emricasan appropriately inhibited caspase activity in MOMP-induced A375 cells and led to the activation of Type I IFNs, as demonstrated by loss of cleaved PARP and induction of phosphorylated STAT1, respectively (Fig. 2d). To investigate whether the ligand for Type I IFN signaling originated from the mitochondria, the same three-drug treatment was applied to *BAX*^*-/-*^*BAK1*^*-/-*^ A375 cells. BAX/BAK-null cells entirely prevented the induction of *IFIT3* and *ISG15* transcripts seen in wild-type cells, indicating the ligand for Type I IFN production is released from the mitochondria in a BAK- and BAX-dependent manner (Fig. 2e). As Type I IFNs are known to be activated following the detection of nucleic acids by innate immune sensors, we postulated that the ligand is a mitochondrial nucleic acid species. Consistent with this hypothesis, CICD induction following selective depletion of both mtDNA and mtRNA using ethidium bromide^37^ (Supplementary Fig. 2a–c) blocked the production of ISG transcripts and phosphorylation of STAT1 (Fig. 2f and Supplementary Fig. 2d), suggesting that the relevant ligand was mtDNA, mtRNA, or both. mtDNA primarily activates cGAS/STING in the cytosol or TLR9/MyD88 in endosomes to stimulate Type I IFNs^38^. Interestingly, A375 cells are known to epigenetically silence *cGAS* through hypermethylation of its promoter, restricting this model’s ability to detect cytosolic dsDNA species, including mtDNA (Supplementary Fig. 2e, f)^23^. Additionally, short-hairpin RNA (shRNA)-mediated knockdown of MyD88 yielded no difference in ISG production during CICD in A375 cells (Supplementary Fig. 2g). These data suggest mtDNA is likely not contributing to the IFN response in A375 cells during CICD. To uncouple the sensing of mtRNA and mtDNA, A375 cells were treated with a mitochondrial RNA polymerase inhibitor, IMT1B, which specifically depleted levels of mtRNA without affecting levels of mtDNA or the cells’ ability to transcribe ISGs upon dsRNA stimulation (Supplementary Fig. 2h, i)^39^. MOMP induction in *CASP3*^*-/-*^*7*^*-/-*^ A375 cells led to significantly decreased phosphorylation of STAT1 and *IFIT3* and *ISG15* induction in the presence of IMT1B (Fig. 2g, h). Taken together, these data demonstrate that casp3/7 suppress mtRNA-dependent IFN-β production during apoptosis.

**Fig. 2:**
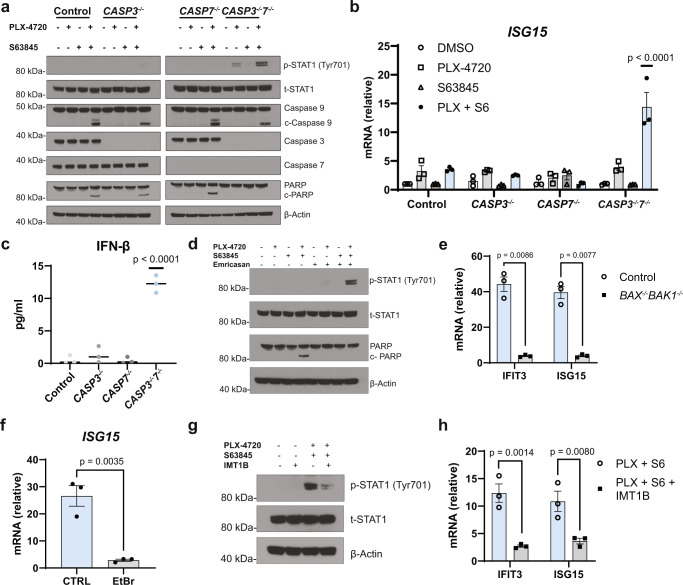
Caspases-3 and -7 inhibit mtRNA-dependent IFN-β production during apoptosis. A375 wild-type control, *CASP3*^*-/-*^, *CASP7*^*-/-*^, and *CASP3*^*-/-*^*7*^*-/-*^ cells were treated with 0.5 µM PLX-4720 (PLX), 0.5 µM S63845 (S6), or the combination for 24 h before performing **a** western blot for the indicated proteins and **b** RT-qPCR analysis of *ISG15* expression; Two-way ANOVA with Tukey’s multiple-comparisons test, *p*-values are included in the figure. Data are presented as mean ± SEM. **c** ELISA analysis for secreted IFN-β collected from conditioned media of A375 wild-type control, *CASP3*^*-/-*^, *CASP7*^*-/-*^, and *CASP3*^*-/-*^*7*^*-/-*^ cells following treatment with 2 µM PLX-4720 and 2 µM S63845 for 24 h; One-way ANOVA with Tukey’s multiple-comparison test, *p*-values are included in the figure. Data are presented as mean ± SEM. **d** Western blot for the specified proteins from A375 wild-type lysates treated with the indicated combinations of 0.5 µM PLX-4720, 0.5 µM S63845, and 10 µM Emricasan for 24 h. **e** RT-qPCR analysis for *IFIT3* and *ISG15* expression in wild-type control and *BAX*^*-/-*^*BAK1*^*-/-*^ A375 cells following treatment of 0.5 µM PLX-4720, 0.5 µM S63845, and 10 µM Emricasan for 24 h. **f** A375 wild-type cells were subjected to 5 days of ethidium bromide (EtBr) (100 ng/ml) or control-media pre-treatment. The pre-treated EtBr and control cells were exposed to 0.5 µM PLX-4720, 0.5 µM S63845, and 10 µM Emricasan for 24 h, and RT-qPCR analysis of *ISG15* expression was performed. mRNA levels were normalized to DMSO-treated control cells. **g** A375 *CASP3*^*-/-*^*7*^*-/-*^ cells were treated with the indicated combinations of PLX-4720 (0.5 µM), S63845 (0.5 µM), and IMT1B (2.5 µM) for 24 h and a western blot of the specified proteins was performed. **h** A375 *CASP3*^*-/-*^*7*^*-/-*^ cells were treated with PLX-4720 (0.5 µM) and S63845 (0.5 µM) in the presence or absence of 2.5 µM IMT1B. mRNA levels were normalized to DMSO-treated A375 *CASP3*^*-/-*^*7*^*-/-*^ cells. **a**, **d**, **g** The data are a representation of three independent experiments (*n* = 3). **b**, **c**, **e**, **f**, **h** Each dot represents a biological replicate, and the data are the results of three independent experiments (*n* = 3). **e**, **f**, **h** Two-tailed unpaired *t*-test, *p*-values are included in the figure. Data are presented as mean ± SEM. **b**, **e** mRNA levels are normalized to DMSO-treated control cells.

### mtRNA activates the cytosolic dsRNA MAVS pathway during CICD

PRRs with the potential to detect dsRNA include the cytosolic RNA helicases melanoma differentiation-associated gene 5 (MDA5), retinoic acid-inducible gene I (RIG-I), and the endosomal toll-like receptor 3 (TLR3)^8,9,40^. MDA5 and RIG-I are cytosolic PRRs that activate their adapter protein mitochondrial antiviral-signaling protein (MAVS), following ligand engagement. TIR-domain-containing adapter-inducing interferon-β (TRIF) functions as the adapter protein for the endosomal TLR3. Both MAVS and TRIF adapter proteins recruit and activate the kinases TANK-binding kinase 1 (TBK1) and IKK-epsilon (IKKε). Upon recruitment, TBK1 and IKKε phosphorylate the adapter protein, activating a docking site for interferon regulatory factor 3 (IRF3). Once docked, IRF3 is phosphorylated by TBK1 or IKKε, dissociates from the adapter protein, and homodimerizes before translocating into the nucleus, where it facilitates the transcription of IFN-β^41–43^.

We hypothesized that either the cytosolic or endosomal dsRNA PRRs control mtRNA-dependent IFN-β production in CICD. To define the PRR(s) and adapter protein(s) involved, *CASP3*^*-/-*^*7*^*-/-*^ A375 cells null for *STING* (*STING1*^*-/-*^), *MDA5* (*IFIH1*^*-/-*^), *RIG-I* (*DDX58*^*-/-*^), *MAVS* (*MAVS*^*-/-*^), or *TLR3* (*TLR3*^*-/-*^) were generated using CRISPR/Cas9. After validating these knockouts at the levels of protein expression and function (Fig. 3a and Supplementary Fig. 3a–c), each cell line was treated with PLX-4720 and S63845 to induce MOMP. Phosphorylation of STAT1 and production of *ISG15* and *IFIT3* were unchanged from controls in *STING1*^*-/-*^ cells, validating the concept that cytosolic mtDNA does not contribute to Type I IFN production in this setting (Fig. 3a, b). Type I IFN readouts were also insensitive to *TLR3* knockout, suggesting that mtRNA released during MOMP does not activate the endosomal dsRNA pathway (Fig. 3a, b). By contrast, *MDA5*, *RIG-I*, and *MAVS* knockout substantially reduced phosphorylated STAT1 and *ISG15* and *IFIT3* expression (Fig. 3a, b). Specifically, *MDA5* knockout reduced Type I IFN readouts to a greater extent than *RIG-I* knockout (Fig. 3a, b). Together, these data support MDA5 as the primary pattern recognition receptor and MAVS as the adapter protein for mtRNA detection during CICD, with RIG-I playing a less significant role, consistent with previous reports of cytosolic mtRNA sensing^8^. To assess the activation of downstream members of the MAVS signaling pathway, the TBK1/IKKε dual inhibitor Bay-985 was applied to *CASP3*^*-/-*^*7*^*-/-*^ A375 cells undergoing MOMP, where it blocked the induction of Type I IFN signaling (Fig. 3c and Supplementary Fig. 3d, e)^44^. Finally, to determine the transcription factor downstream of TBK1 and IKKε responsible for mtRNA-dependent IFN-β transcription during CICD, we examined IRF3, which has been previously described to link upstream cytosolic RNA sensing to Type I IFN production^42^. Consistent with this hypothesis, IRF3 phosphorylation was activated in a TBK1/IKKε-dependent manner in casp*3/7*-null A375 cells undergoing MOMP (Fig. 3c). Stable knockout of *IRF3* in wild-type A375 cells blocked Type I IFN production in the setting of treatment with PLX-4720, S63845, and Emricasan without affecting upstream TBK1 phosphorylation (Fig. 3d and Supplementary Fig. 3f). Finally, IMT1B significantly decreased both the phosphorylation of IRF3 and STAT1 in CICD-induced wild-type A375 cells, further implicating mtRNA as the ligand for MAVS pathway activation (Fig. 3e). These data confirm the canonical MAVS pathway controls Type I IFN production following the cytosolic recognition of mtRNA recognition during CICD (Fig. 3f).

**Fig. 3:**
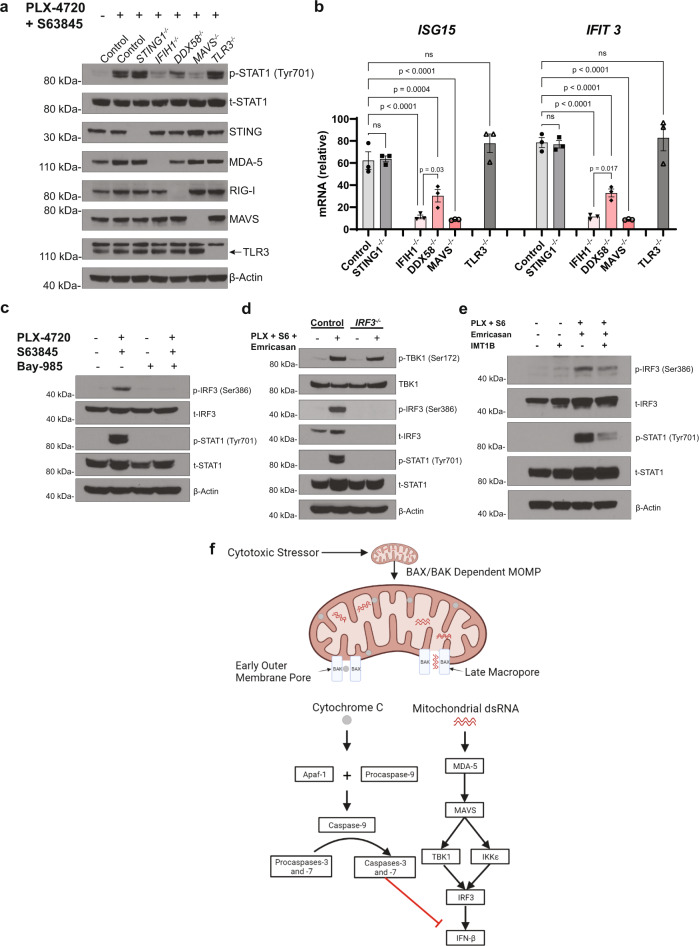
mtRNA activates the MAVS signaling pathway during CICD. **a** Western blot taken from A375 *CASP3*^*-/-*^*7*^*-/-*^ cell lysates with an additional CRISPR/Cas9 knockout against the indicated genes. The isogenic cell lines were treated with either DMSO or 0.5 µM PLX-4720 and 0.5 µM S63845 for 24 h. TLR3 protein is shown by the identified band on the blot. The data are representative of two independent experiments (*n* = 2). **b** A375 *CASP3*^*-/-*^*7*^*-/-*^ cells with an additional knockout against the designated gene were treated under identical conditions as in (**a**), and RT-qPCR analysis was performed to measure *ISG15* and *IFIT3* transcript levels. Each dot represents a biological replicate, and the data are the results of three independent experiments (*n* = 3); one-way ANOVA with Tukey’s multiple-comparisons test, *p*-values are included in the figure; ns = not significant. Data are presented as mean ± SEM. mRNA levels were normalized to DMSO-treated control cells. **c** A375 *CASP3*^*-/-*^*7*^*-/-*^ cells were treated with PLX-4720 (2 µM) and S63845 (2 µM) in the presence or absence of the TBK1/IKKε inhibitor Bay-985 (0.2 µM) for 24 h and western blots for the indicated proteins were performed on the lysates. **d** Western blot displaying specified proteins from A375 wild-type control or *IRF3*^*-/-*^ cells following treatment with 2 µM PLX-4720 (PLX), 2 µM S63845 (S6), and 10 µM Emricasan for 24 h. **e** Western blot of A375 wild-type cells following 24 h treatment with the indicated combination of PLX-4720, S63845, Emricasan, and IMT1B. **f** Proposed mechanism for mtRNA signaling in apoptosis created with BioRender.com. **c**–**e** The data are representative of three independent experiments (*n* = 3).

### mtRNA is a potent endogenous ligand for Type I IFN production in cGAS/STING-deficient cancer

To investigate whether mtRNA-driven Type I IFN signaling is active in the poorly immunogenic subset of tumors characterized by cGAS/STING-deficiency^25^, we selected a panel of *BRAF(V600E)* mutant tumor cell lines that exhibit cGAS-STING signaling defects: cGAS-silenced A375 melanoma cells, STING-silenced SK-MEL-28 melanoma cells, and Colo205 colorectal carcinoma cells that harbor an unknown defect in the signaling axis (Fig. 4a)^23,24^. Each cell line failed to respond to cytosolic dsDNA transfection but transcribed *IFIT3* upon stimulation with a cytosolic dsRNA agonist (Supplementary Fig. 2f and Fig. 4b). Following activation of CICD in SK-MEL-28 and Colo205 cells through combined treatment with PLX-4270, S63845, and Emricasan, we observed a significant increase in *ISG15* and *IFIT3* transcripts that were lost upon ethidium bromide pre-treatment (Fig. 4c). Consistent with the notion that these cells cannot recognize cytosolic DNA, treatment of SK-MEL-28 cells with IMT1B suppressed IFN production following CICD activation, nominating mtRNA as the relevant ligand (Fig. 4d). Similar activation of Type I IFN signaling was observed in STING pathway-deficient cell lines following treatment with the apoptotic agents doxorubicin and paclitaxel in the presence of Emricasan (Fig. 4e, f). As before, this effect was lost in the setting of ethidium bromide pre-treatment (Fig. 4e, f). These chemotherapeutic agents provide an alternative mechanism for the initiation of MOMP and cell death, enforcing the idea that mtRNA-dependent signaling results from the downstream effects of apoptosis rather than the specific mechanisms of a particular drug treatment. These data thus establish CICD as a tool to promote mtRNA-dependent Type I IFN production in the setting of diverse apoptotic agents in STING pathway-deficient tumor cells.

**Fig. 4:**
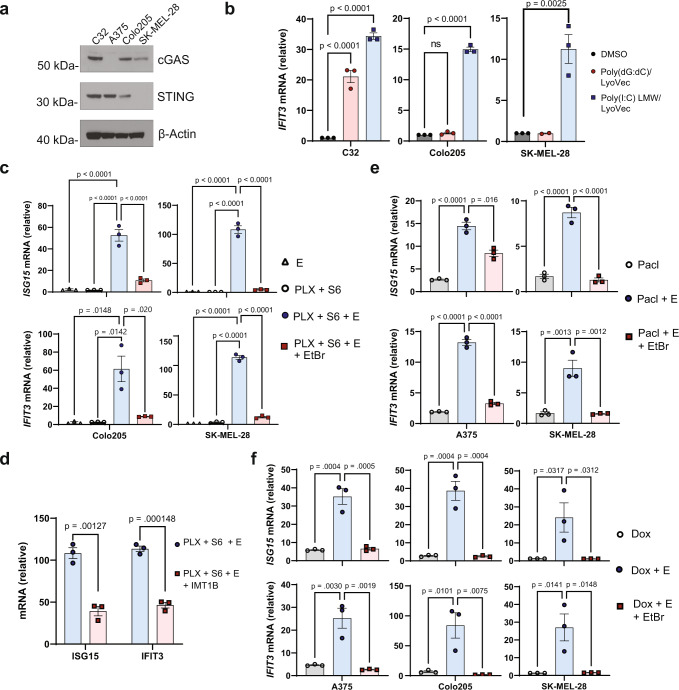
CICD triggers mtRNA-dependent Type I IFN production in cGAS/STING pathway deficient tumor cells. **a** Western blot showing C32, A375, Colo205, and SK-MEL-28 baseline expression of indicated proteins. Data are representative of three independent experiments (*n* = 3*)*. **b** Indicated cell lines were treated with 0.5 µg/ml Poly(dG:dC)/LyoVec (cytosolic dsDNA agonist) or Poly(I:C) (LMW)/LyoVec (cytosolic dsRNA agonist) for 16 h. RT-qPCR analysis was performed to measure *IFIT3* expression. Each dot represents a biological replicate, and A375 and Colo205 experiments were performed in biological triplicate (*n* = 3). SKMEL28 dsDNA treatment was performed in duplicate (*n* = 2), and dsRNA treatment was performed in triplicate (*n* = 3). **c** Colo205 and SK-MEL-28 cells were subjected to 5 days of EtBr (100 ng/ml) or control-media pre-treatment. The pre-treated EtBr and control cells were exposed to the designated combinations of 2 µM PLX-4720 and 2 µM S63845 (PLX + S6) and 10 µM Emricasan (E) for 48 h. *ISG15* and *IFIT3* transcripts were measured with RT-qPCR. **d** SK-MEL-28 cells were treated with 2 µM PLX-4720, 2 µM S63845, and 10 µM Emricasan in the presence or absence of 2.5 µM IMT1B for 36 h. RT-qPCR was performed to measure expression levels of *ISG15* and *IFIT3*. **e**, **f** A375, Colo205, and SK-MEL-28 cells were conditioned with EtBr or control media as described above. **e** EtBr and control media-treated A375 and SK-MEL-28 cells were subjected to 30 nM and 10 nM paclitaxel (Pacl), respectively, with or without Emricasan (E) for 48 h. RT-qPCR was performed to measure expression levels of *ISG15* and *IFIT3*. **f** EtBr and control-treated A375, Colo205, and SK-MEL-28 were treated with 300 nM, 200 nM, and 200 nM doxorubicin (Dox), respectively, with or without 10 µM Emricasan (E) for 48 h. RT-qPCR was performed to measure expression levels of *ISG15* and *IFIT3*. **c**–**f**, Each dot represents a biological replicate, and the data are the results of three independent experiments (*n* = 3). **b**–**f** mRNA levels are normalized to DMSO-treated control cells. One-way ANOVA with Tukey’s multiple-comparison test, *p*-values are included in the figure; ns = not significant. Data are presented as mean ± SEM.

### Tumor-intrinsic mtRNA signaling contributes to CD8^+^ T-cell-dependent anti-tumor immunity during CICD

To determine if the impact of mtRNA-driven, tumor cell autonomous Type I IFN production is sufficient to elicit an anti-tumor immune response in vivo, we turned to the classically immunologically cold B16 (*BRAF* wild type) melanoma model^45^. 

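RNA was sequenced from B16 mouse melanoma cells treated with doxorubicin, a topoisomerase II poison that damages DNA, in 3 wild-type control cultures and 3 CASP3-/-7-/- cultures. Transcripts of both targeted genes were lower in every CASP3-/-7-/- library than in every control library. Casp3, which encodes an executioner caspase, had 67.9 ± 3.78 CPM (counts scaled by library size; SD, n = 3) in control cells and 22.5 ± 1.16 (SD, n = 3) in CASP3-/-7-/- cells, a log2 fold change of -1.59 (standard error 0.069, adjusted p = 5.94e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Casp7, which encodes the other executioner caspase targeted, had 17.4 ± 0.925 and 6.71 ± 0.414 CPM (SD, n = 3 each), a log2 fold change of -1.37 (standard error 0.11, adjusted p = 6.53e-12 from the same edgeR test). Casp3 lies on chromosome 8 of GRCm38 from 46617291 to 46639689, in a run of 100 neighbouring tested genes whose median log2 fold change was -0.35. Casp7 lies on chromosome 19 from 56397129 to 56442344, in such a run with a median of 0.21, opposite in direction to its own fall. A frameshift in the coding sequence need not lower a transcript, so the size of the fall does not measure how many alleles were edited.

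The dose was 0.5 µM. The paper gives a treatment of 72 h, and the sample labels give 48 h for the same samples. Each condition came from 1 pool of more than 3 clones, and the paper describes the 3 cultures of a condition as biologically independent, so differences between the pools cannot be separated from the genotype. The paper describes paired-end, non-stranded sequencing, whereas the sample labels name a stranded mRNA kit. The authors trimmed the reads with TrimGalore, mapped them to GRCm38 with HISAT2, kept reads that map to a single locus and counted them per gene with featureCounts, whose strand setting is not given in the sources used here. The deposited values are raw counts. They sum to 16419451, 18502300 and 15045248 in the control libraries and to 11660515, 15202237 and 15863576 in the CASP3-/-7-/- libraries. From these counts, 15866 of 46078 genes passed a filter on low counts and were tested. Libraries were scaled by TMM, and all fold changes are CASP3-/-7-/- over control. Cells treated with DMSO are not analysed here, so the values compare genotypes under doxorubicin and not the response to the drug.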

We generated *CASP3*^*-/-*^*7*^*-/-*^ B16 murine melanoma cells (Supplementary Fig. 4a), then treated these cells (or wild-type controls) with doxorubicin. 

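Transcripts of interferon response genes were higher in CASP3-/-7-/- cells than in wild-type control cells after doxorubicin. Of 100 tested genes of an interferon alpha response list, 83 were higher and 9 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test (84 higher and 9 lower when adjusted over the list alone), and their median log2 fold change was 1.70. By the same test 5314 of all 15866 tested genes were higher and 5605 lower, 68.8% together. The counts of this and the other lists are to be read against these shares. By limma's camera with a preset correlation of 0.01, the list was higher than the other genes at an adjusted p = 5.33e-17 (adjusted p = 0.141 with an estimated correlation). The members that were lower include Lpar6, a receptor for lysophosphatidic acid, at -1.56 and Procr, the protein C receptor, at -1.43 on the log2 scale. Of the type I and type III interferon genes listed, Ifnb1, which encodes IFN-β, was the one that passed the filter. It had 2 counts over the 3 control libraries and 988 over the 3 CASP3-/-7-/- libraries, a ratio of 576 (95% counting interval 159 to 4766).

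Of 39 tested genes that detect nucleic acids in the cell and relay the signal, 26 were higher and 10 lower (26 and 10 when adjusted over the list alone). Camera gave that list an adjusted p = 0.00126 (adjusted p = 0.277 with an estimated correlation, and 0.990 without members that another list also holds). Dhx58, a cytosolic RNA helicase related to RIG-I, rose by a log2 fold change of 5.74 (standard error 0.085), and Ifih1, which encodes MDA5, by 3.21 (standard error 0.057). Ddx58, which encodes RIG-I, rose by 3.05, Tlr3 by 2.13, Ikbke by 1.16 and Tbk1 by 0.21 on that scale. Irf3, which overlaps Bcl2l12, fell by 0.51 and Mavs by 0.34. Stat1, a transcription factor of interferon signaling, rose by 3.10 and the antiviral RNA-binding protein gene Zc3hav1 by 1.62, whereas Samhd1, a dNTPase, fell by 1.83 on the log2 scale.

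Of 12 tested chemokine genes 9 were higher and 2 were lower (9 and 2 when adjusted over the list alone). The camera test gave the chemokines an adjusted p = 0.00126 (adjusted p = 0.141 with an estimated correlation, 0.356 without shared members and 0.108 over genes with at least 10 counts in every library). Ccl5 rose by 8.66 and Cxcl11 by 6.70 on the log2 scale, and Ccl25 fell by 0.44. Ccl5 had 17 and Cxcl11 4 counts over the control libraries. Neither can have 10 in every library, so that alternative left out these rises. Of 20 tested genes of MHC class I antigen presentation 18 were higher and 2 were lower (18 and 2 when adjusted over the list alone), at a camera adjusted p = 3.68e-05 (adjusted p = 0.217 with an estimated correlation, and 0.0918 without shared members). Nlrc5, a transactivator of MHC class I genes, rose by 1.85 and H2-K1 by 1.18, while the chaperone gene Pdia3 fell by 0.37. Of 80 tested interferon gamma response genes outside the alpha list, 44 were higher and 18 lower (44 and 18 when adjusted over the list alone), at a camera adjusted p = 0.00167 (adjusted p = 0.141 with an estimated correlation, and 0.129 without shared members). Znfx1 rose by 1.82 and H2-Eb1 by 1.77 on the log2 scale, and Bpgm fell by 2.05. Cxcl11, Nlrc5, Znfx1, Ccl25 and Lpar6 overlap another annotated gene with counts, so their values are less certain.

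Of 24 listed leukocyte markers, 11 had enough counts to be tested, and of these 7 were higher and 0 lower in edgeR (7 and 0 when adjusted over the list alone), at a camera adjusted p = 0.00873 (adjusted p = 0.276 with an estimated correlation, and 0.0583 over genes with at least 10 counts in every library). Ms4a1 and Itgax had 24 and 20 counts over the control libraries, too few for 10 in every library, so that alternative left them out. Cd68 stood at 16.4 ± 1.64 and 176 ± 8.01 CPM in control and CASP3-/-7-/- cells (SD, n = 3 each). In the same order, mean CPM without TMM scaling was 0.479 and 7.47 for Ms4a1, which overlaps another annotated gene, 3.82 and 11.9 for Cd79a, 0.401 and 3.89 for Itgax and 1.92 and 6.76 for Itgam. On that scale Ptprc, the pan-leukocyte antigen CD45, stood at 1.97 and 2.03, Cd3e at 1.34 and 0.864, and Csf1r, Adgre1 and Lyz2, too low to be tested, at 0.631 and 0.430, 0.483 and 0.326, and 0.421 and 0.391.

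For the enrichment, the 15866 tested genes were ranked by DESeq2's Wald statistic and scored with fgsea. The interferon alpha list had the highest normalized enrichment score of 23 lists, 3.04, ahead of p53 targets at 2.31 and the unfolded protein response at 2.30. The lists that carry names of Hallmark pathways were written from memory and are not that collection. Among 691 mouse Reactome sets, which were not chosen by hand, Interferon Signaling had the highest score, 2.49. It ranked in place 2 without CASP3-/-7-/- replicate 1 or replicate 2, and with no filter on low counts. The paper takes the leading pathway from the order of the normalized enrichment scores over the Hallmark collection, and reads it as a signature of Type I IFN.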

Gene-Set Enrichment Analysis (GSEA) of RNA-sequencing data from these samples revealed that the most enriched pathway in doxorubicin-treated casp3/7 knockout cells compared to doxorubicin-treated control cells was the Type I IFN response signature (Supplementary Fig. 4b–d). In particular, strong and significant differential expression of the ISGs *ISG15, CXCL10*, *IFIT1*, *IFIT3*, and *IFIT3B* was observed (Supplementary Fig. 4b). 

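All 5 interferon-stimulated genes were higher in each of the 3 CASP3-/-7-/- libraries than in each of the 3 control libraries. Over all tested genes, 71.3% had no overlap between the groups, in one direction or the other. Isg15, which encodes a ubiquitin-like modifier, had 9.80 ± 2.89 CPM (SD, n = 3) in control cells and 521 ± 16.3 (SD, n = 3) in CASP3-/-7-/- cells, a 52.6-fold difference. Cxcl10, which encodes a chemokine that draws T cells, had 1.41 ± 0.349 and 354 ± 11.9 CPM (SD, n = 3 each), a 247-fold difference. Ifit1, whose product binds viral RNA, had 1.59 ± 0.494 and 978 ± 28.2 CPM (SD, n = 3 each), a 599-fold difference. Its relatives Ifit3 and Ifit3b were higher by 538-fold and 590-fold. The edgeR log2 fold changes were 5.72 for Isg15 (standard error 0.16, adjusted p = 1.03e-07), 7.95 for Cxcl10 (standard error 0.091, adjusted p = 4.89e-32) and 9.23 for Ifit1 (standard error 0.093, adjusted p = 3.10e-33), by the quasi-likelihood test with Benjamini-Hochberg adjustment. Ifit3 had a log2 fold change of 9.07 (standard error 0.087) and Ifit3b one of 9.20 (standard error 0.099). These standard errors are likely too small. DESeq2 gave 0.24 for Isg15, 0.18 for Cxcl10, 0.17 for Ifit1, 0.17 for Ifit3 and 0.26 for Ifit3b. Ifit3 and Ifit3b are near-identical copies, and reads that fit both would have been removed when reads of a single locus were kept, so their separate values are uncertain. Cxcl10 overlaps the annotated gene Art3.

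In GRCm38, Isg15 lies on chromosome 4 from 156199424 to 156200818 and Cxcl10 on chromosome 5 from 92346638 to 92348889. The Ifit genes stand together on chromosome 19, with Ifit3 from 34583531 to 34588731, Ifit3b from 34607970 to 34613401 and Ifit1 from 34640871 to 34650009. They lie in a run of 100 neighbouring tested genes with a median log2 fold change of 0.61, which also holds Fas. In control cells the precision is set by few reads, with 71 counts of Cxcl10, 81 of Ifit1, 79 of Ifit3 and 32 of Ifit3b over the 3 libraries, against 15059, 41637, 36525 and 16309 in CASP3-/-7-/- cells.

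**Figure D1:**
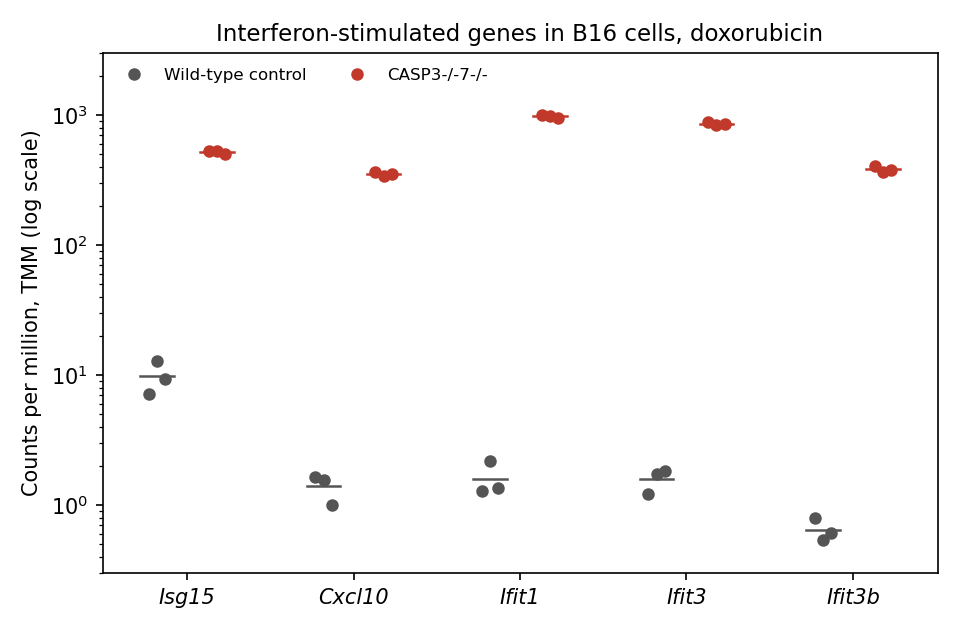
CPM after TMM scaling (log axis) of Isg15, Cxcl10, Ifit1, Ifit3 and Ifit3b in B16 cells treated with doxorubicin, with a point for each of the 3 wild-type control and 3 CASP3-/-7-/- libraries and a bar at the mean. The 3 CASP3-/-7-/- points lie above the 3 control points for each gene, with means of 521 and 9.80 for Isg15 and of 978 and 1.59 for Ifit1.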

We validated that *CASP3*^*-/-*^*7*^*-/-*^ B16 cells undergoing CICD secreted IFN-β and activated the expected Type I IFN signaling markers in secondary assays (Supplementary Fig. 4e–g).

The B16 model maintains intact cGAS/STING and MDA5/MAVS signaling pathways, like other commonly used transplantable syngeneic tumor models. Therefore, we sought to quantify the relative contribution of mtDNA and mtRNA to Type I IFN signaling during CICD in this model. Depletion of all mitochondrial nucleic acids in B16 CASP3^-/-^7^-/-^ cells with ethidium bromide entirely suppressed mRNA induction of *CXCL10* (Supplementary Fig. 4h and Fig. 5a). Next, we confirmed the direct contribution of mtRNA to the observed Type I IFN production by applying IMT1B to doxorubicin-treated B16 CASP3^-/-^7^-/-^ cells and observing a significant reduction in *CXCL10* and *IFIT3* induction (Supplementary Fig. 4i and Fig. 5b). Finally, we found that knockout of both *STING* and *MAVS* reduced *IFIT3* induction and phosphorylation of TBK1 to similar degrees in doxorubicin-treated B16 cells during CICD (Fig. 5c and Supplementary Fig. 4j). Together, these data suggest that both mtDNA and mtRNA contribute to in vitro Type I IFN production in CICD-induced B16 cells. Accordingly, we find the induction of *IFIT3* mRNA is entirely dependent on IRF3, the transcription factor downstream of both STING and MAVS (Fig. 5d).

**Fig. 5:**
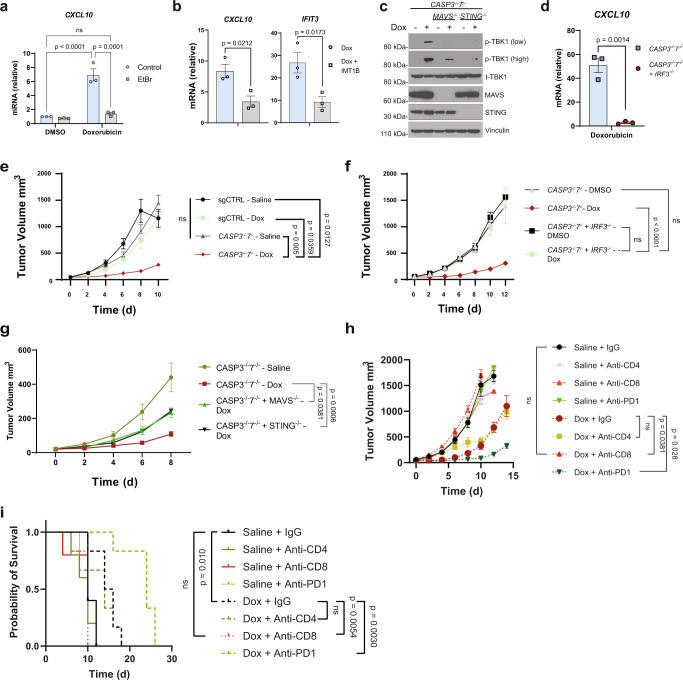
Tumor-intrinsic mtRNA signaling contributes to CD8^+^-dependent anti-tumor immunity during CICD. **a** B16 CASP3^-/-^7^-/-^ cells were subjected to 5 days of ethidium bromide (EtBr) (100 ng/ml) or control-media pre-treatment before treatment with 1.5 µM doxorubicin for 24 h. RT-qPCR analysis of *CXCL10* expression was performed. **b** B16 *CASP3*^*-/-*^*7*^*-/-*^ cells were treated with 1.5 µM doxorubicin in the presence or absence of 5 µM IMT1B for 24 h before RT-qPCR analysis measuring *CXCL10* and *IFIT3* expression. Two-tailed unpaired *t*-test, *p*-values are included in the figure. Data are presented as mean ± SEM. **c** Western blot performed on B16 CASP3^-/-^7^-/-^ cells with an additional CRISPR/Cas9 knockout against the specified protein after 24 h treatment with 1.5 µM of doxorubicin. Data are representative of three independent experiments (*n* = 3*)*. **d** RT-qPCR analysis of *CXCL10 expression* in B16 CASP3^-/-^7^-/-^ cells with or without IRF3 knockout following treatment of 1.5 µM doxorubicin for 24 h. **e** Tumor volume growth curves after subcutaneous injection of B16 wild-type control or *CASP3*^*-/-*^*7*^*-/-*^ cells in the flanks of C57BL/6 mice treated with either doxorubicin (Dox) or saline. All treatment groups had a sample size of seven mice (*n* = 7) except Dox-treated CASP3^-/-^7^-/-^ tumors, where six mice were used (*n* = 6). **f** Tumor volume growth curves after subcutaneous injection of B16 *CASP3*^*-/-*^*7*^*-/-*^ cells with or without *IRF3* knockout in the flanks of C57BL/6 mice treated with either doxorubicin (Dox) or saline. *CASP3*^*-/-*^*7*^*-/-*^ tumors had a sample size of five mice (*n* = 5). *CASP3*^*-/-*^*7*^*-/-*^ + *IRF3*^*-/-*^ tumors had a sample size of six mice (*n* = 6). **g** Tumor volume growth curves after subcutaneous injection of B16 *CASP3*^*-/-*^*7*^*-/-*^ cells with an additional knockout against STING or MAVS in the flanks of C57BL/6 mice treated with either doxorubicin (Dox) or saline. *CASP3*^*-/-*^*7*^*-/-*^ tumors had a sample size of seven mice (*n* = 7). *CASP3*^*-/-*^*7*^*-/-*^ + *MAVS*^*-/-*^ and *CASP3*^*-/-*^*7*^*-/-*^ + *STING*^*-/-*^ tumors had a sample size of five mice (*n* = 5). **h** Tumor volume growth curves from mice after subcutaneous injection of B16 *CASP3*^*-/-*^*7*^*-/-*^ cells in the flanks of C57BL/6 mice were treated with either doxorubicin (Dox) or saline in the presence of the indicated antibodies. These results are combined from two independent experiments. All saline treatment groups had a sample size of five mice (*n* = 5). All doxorubicin treatment groups had a sample size of six mice (*n* = 6). (**i**) Kaplan–Meier survival of mice in experiment (**h**). Statistical analysis by two-way ANOVA with Tukey’s multiple-comparison test in **e**–**h** and log-rank Mantel-Cox test in (**i**), *p*-values included in the figure. Data are presented as mean ± SEM; ns = not significant. **a**, **d** One-way ANOVA with Tukey’s multiple-comparison test was performed; *p*-values are included in the figure; ns = not significant. Data are presented as mean ± SEM. mRNA levels were normalized to DMSO-treated control B16 cells.

To examine the therapeutic impact of mitochondrial nucleic acid sensing during CICD in vivo, we established syngeneic B16 tumors C57BL/6J host mice. While neither doxorubicin nor casp3/7 knockout impaired tumor growth alone, the combination led to a significant impairment in tumor growth (Fig. 5e). This effect was entirely dependent upon tumor cell-intrinsic Type I IFN production, as *IRF3* knockout completely reversed this growth defect (Fig. 5f). Next, we confirmed that loss of *STING* or *MAVS* did not alter tumor growth in B16 *CASP3*^*-/-*^*7*^*-/-*^ cells (Supplementary Fig. 4k). Interestingly, the growth impairment in B16 cells undergoing CICD was partially dependent on both tumor-intrinsic *STING* and *MAVS* expression (Fig. 5g), suggesting that both tumor-intrinsic mtDNA and mtRNA participate in the Type I IFN-dependent anti-tumor response when the tumor cGAS/STING signaling pathway is intact. Finally, B16 casp3/7-null tumors were treated with saline or doxorubicin in the presence of the following antibodies: control IgG, anti-CD4, anti-CD8α, or anti-PD-1. Anti-tumor responses were lost following CD8^+^, but not CD4^+^, T-cell depletion and enhanced by PD1 blockade, confirming that tumor cell-derived Type I IFNs lead to a tumoricidal adaptive immune response (Fig. 5h, i). Taken together, these data indicate that both mtDNA and mtRNA are immunogenic ligands capable of activating therapeutic anti-tumor immunity during CICD.

## Discussion

In this study, we demonstrate that engagement of MOMP leads to the release of immunogenic mtRNA species into the cytosol and that the executioner caspases-3 and -7 suppress its cellular detection. Treatment of casp3/7-inhibited tumor cells with various apoptotic agents elicits potent production of IFN-β through the MDA5/MAVS/IRF3 cytosolic dsRNA antiviral signaling axis. Exploiting this signaling axis, we demonstrated the re-activation of tumor-intrinsic Type I IFN signaling across STING-deficient tumor cell models in vitro. Finally, we established that mtRNA-dependent Type I IFN production provokes CD8^+^ T-cell anti-tumor immunity in immune refractory tumors in vivo.

Casp3/7 have previously been identified as playing a key role in preventing STING-dependent IFN signaling during CICD^4,30,33,34^. The data presented in this study broaden these findings, as we show IFN signaling in STING-deficient cancers is also possible through mtRNA’s activation of MAVS during CICD. Of note, we confirmed that the models used in this study do not harbor loss-of-function mutations in the RNA degradosome proteins PNPase or SUV3, which would lead to artificially high mtdsRNA species^8^. A375 and SK-MEL-28 cells harbor wild-type SUV3 and PNPase. Colo205 cells contain a T130A mutation in *PNPT1*, but we found no evidence of this variant altering PNPase activity. That said, evidence in other model systems suggesting that STING is the primary driver of IFN signaling during CICD^16,33,34,46^ may be driven by the downregulation of the MAVS pathway in those models (a phenomenon thought to be rare in human tumors). Further, the amount of mitochondrial RNA varies from 5 to 30% of total RNA depending on the cell’s metabolic requirements^47^. Certain cell types with higher mtRNA synthesis rates or harboring alterations in other as-yet-undefined determinants of mtRNA-MAVS signaling may be differentially primed for MAVS-dependent signaling if CICD is activated.

Our results identify casp3/7 as necessary to restrict mtRNA inflammatory signaling in apoptosis, but the precise molecular mechanism by which casp3/7 inhibit this pathway remains to be elucidated. The Degrabase is a publicly available proteomics database that describes targets of caspase-mediated degradation in various apoptotic contexts^48^. Cross-referencing the Degrabase dataset against the mtRNA signaling pathway identified in this study reveals MAVS and IRF3 as potentially relevant targets for apoptotic caspase cleavage in Jurkat T-cell lymphoma cells. Furthermore, casp3/7 were identified to proteolytically target cGAS, MAVS, and IRF3 during viral infection and apoptosis in THP-1 acute monocytic leukemia cells^49^. Accordingly, we found that both IRF3 and MAVS were cleaved by caspases in apoptotic A375 cells (Supplementary Fig. 5a, b). Interestingly, the expression of caspase-resistant IRF3^D121/125A^ and MAVS^D429/490A^ mutants in A375 cells did not activate IFN signaling upon apoptotic stimulation (Supplementary Fig. 5c). These data indicate that although MAVS and IRF3 are cleaved by caspases, they are unlikely to be the only proteins involved in the suppression of mtRNA signaling in apoptosis. One explanation may be that multiple members of the signaling pathway beyond MAVS and IRF3 are being degraded. Alternatively, others have noted that inhibition of casp3/7 may also contribute to IFN production by slowing the kinetics of cellular elimination following MOMP, thus providing sufficient time for mtRNA to be recognized and IFN-β transcription to occur^4,5^. Regardless of the precise mechanism at play, our results establish that genetic or pharmacologic inhibition of caspases-3 and -7 unlocks the inflammatory potential of mtRNA signaling during apoptosis in cancer.

This study reveals an important and foundational role for executioner caspases in maintaining apoptosis as an immunologically silent programmed cell death pathway by suppressing mtRNA inflammatory signaling. Chemotherapy and targeted therapy agents are known to specifically engage apoptosis as a primary mode of tumor cell death^50^. Inhibition of the immunosuppressive functions of casp3/7 enables the activation of mtRNA-dependent viral mimicry in cancer cells undergoing treatment with various cytotoxic chemotherapy agents. We evaluated the therapeutic relevance of mtRNA-dependent Type I IFN signaling in cancer by establishing the signaling axis in two different types of immunologically cold tumor models. First, we established that in human cancer cell lines defective in their ability to signal through the cGAS/STING pathway, mtRNA is a potent agonist capable of reactivating Type I IFN production and consequent immunosurveillance. Second, we established that in vivo tumor models refractory to single agent immune checkpoint inhibition, mtRNA-dependent Type I IFN production was sufficient to activate anti-tumor immunity and restore responsiveness to anti-PD1 therapy. From a translational perspective, these findings provide what is, to our knowledge, the first mechanism-based, systemic pharmacological strategy to induce tumor-specific, cGAS/STING-independent Type I IFN production. Casp3/7 inhibition, when combined with cytotoxic or targeted chemotherapies, may therefore serve as a broadly useful strategy for activating therapeutic anti-tumor immunity or potentiating the activity of complementary immunotherapeutic strategies like checkpoint inhibition.

## Methods

### Study approval

All animal procedures and studies were approved by the Institutional Animal Care and Use Committee at Duke University (IACUC). The IACUC protocol number for the study is A264-19-12.

### Cell lines and reagents

All cell lines were maintained in a humidified incubator at 37 °C with 5% CO_2_. A375 and Colo205 cells were cultured in RPMI 1640 medium with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin (P:S). C32 cells were cultured in EMEM with 10% FBS and 1% P:S. A431 and SK-MEL-28 cells were cultured in DMEM with 10% FBS and 1% P:S. B16F10 cells were cultured in DMEM high glucose (4.5 g/l) with 10% FBS and 1% P:S. All cell lines were purchased from the American Type Culture Collection or Duke University Cell Culture Facility. The cells routinely tested negative for mycoplasma contamination and were confirmed to be authentic with STR analysis. PLX-4720 (S1152), S63845 (S8383), Bay-985 (S8935), Emricasan (S7775), and diABZI STING agonist (S8796) were purchased from Selleckchem. IMT1B (HY-137067) was purchased from Medchem. Digitonin (D141) and ethidium bromide (E7637) were purchased from Sigma Aldrich. Poly(I:C) HMW (tlrl-pic), Poly(I:C) (LMW) / LyoVec™ (tlrl-picwlv), and Poly(dG:dC)/LyoVec (tlrl-pgcc) were purchased from Invivogen. For in vitro experimentation, doxorubicin (S1208) was purchased from Selleckchem; for in vivo experiments, DOXOrubicin HCl Injection, USP (Fresenius Kabi) was purchased through the Duke Pharmacy. Anti-mouse CD4 (BE0003-1), anti-mouse CD8α (BE0061), anti-mouse PD-1 (BE0146), rat IgG2b isotype control (BP0090), and rat IgG2a isotype control (BE0089) were purchased through BioXCell. MitoTracker® Deep Red FM (8778) was purchased from Cell Signaling Technology (CST). Anti-dsRNA monoclonal antibody J2 (10010200) was purchased from Exalpha Biologicals. Hoechst 33342 (H3570) and Lipofectamine 3000 (L3000015) were purchased from ThermoFisher (Thermo). MAVS and IRF3 pSIN-3xFlag-IRES-puro plasmids were provided by the Jiang Lab^49^.

### Generation of CRISPR/Cas9 knockouts

pSpCas9(BB)-2A-GFP (PX458) was a gift from Feng Zhang (Addgene plasmid # 48138; http://n2t.net/addgene:48138; RRID:Addgene_48138)^51^. sgRNAs were cloned into the PX458 backbone and validated with Sanger sequencing. Plasmids were transfected into cells with lipofectamine 3000 per the manufacturer’s guidelines. Seventy-two hours following transfection, the top 10% of GFP+ live cells were sorted into a new population and seeded into a 12-well plate. One week later, the cells were serially diluted and seeded at a concentration of one cell per well in 96-well dishes. Western blots were performed on the clones to confirm knockout. Then, >3 confirmed knockout clones were pooled together in equal amounts to create a knockout population. Wild-type control cells were generated through transfection of an empty px458 plasmid, followed by sorting the top 10% of GFP+ cells and selecting >3 wild-type clones into a new population. All human sgRNA sequences were chosen from the Toronto KnockOut CRISPR Library-Version 3 and are as follows^52^: *BAX*(GATCGAGCAGGGCGAATGGG), *BAK1*(TAAGGTGACCATCTCTGGGT), *CASP3(*AGTTTCTGAATGTTTCCCTG), *CASP7(*GAAGAGGGACGGTACAAACG), *STING1(*GCAGGCACTCAGCAGAACCA), *IFIH1(*AACTGCCTGCATGTTCCCGG), *DDX58(*ACTCACCCTCCCTAAACCAG), *MAVS(*TCTTCAATACCCTTCAGCGG), *TLR3(*GATGCACACAGCATCCCAAA), and *IRF3*(TTGGAAGCACGGCCTACGGC).

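The mouse guides were matched to transcripts of the GENCODE annotation on GRCm38. The Casp7 guide, CGATGATCAGGACTGTGCTG, matches chromosome 19 from 56404421 to 56404440 in coding exon 2 of 7, on the strand of the gene, and is followed by the PAM CGG. Cas9 would cut it between bases 56404437 and 56404438. The Irf3 guide, GAACGAGGTTCAGGATCCCG, matches chromosome 7 from 44998804 to 44998823 in coding exon 2 of 8, on the strand of the gene, and is followed by TGG, with the cut between 44998820 and 44998821. The Casp3 guide, CATGCAGAAAGACCATACAT, crosses an intron-exon border. Its last 13 bases match chromosome 8 from 46632317 to 46632329 at the start of coding exon 3 of 7, followed by the PAM GGG, and the cut falls in the exon between 46632326 and 46632327. Its first 7 bases would lie in the intron and were not checked, as no genome sequence was used here. The Mavs guide, AGGGCAGGATGCTCACCCGG, has no match within the annotated Mavs transcripts and was not placed. In its transcript the Casp7 site reads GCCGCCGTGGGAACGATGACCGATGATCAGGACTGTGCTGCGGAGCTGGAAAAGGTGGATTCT and the Irf3 site reads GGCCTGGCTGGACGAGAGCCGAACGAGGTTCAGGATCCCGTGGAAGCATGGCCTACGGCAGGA.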

All mouse sgRNA sequences were chosen from the Mouse Toronto KnockOut (mTKO) CRISPR Library and are as follows^53^: *CASP3*(CATGCAGAAAGACCATACAT), *CASP7*(CGATGATCAGGACTGTGCTG), *MAVS(*AGGGCAGGATGCTCACCCGG), and *IRF3(*GAACGAGGTTCAGGATCCCG).

### Western blot

Cell pellets were resuspended in 1X Cell Lysis Buffer (CST #9803) supplemented with Peirce Protease and Phosphatase Inhibitor Mini Tablets (Thermo, #A32959). The solution was agitated by inversion at 4 °C for 15 min before 4 °C centrifugation at 13,000×*g* for 10 min. Protein from the resulting supernatant was quantified by the Bradford assay. The lysates were mixed with NuPage Sample Buffer (4X) and boiled at 70 °C for 10 min. Samples were run on NuPage 4–12% Bis-Tris Gels and transferred to PVDF membranes using the Trans-Blot Turbo system (Bio-Rad). Membranes were blocked for 1 h with 5% milk/PBS-T (w/v) prior to incubation with primary antibodies overnight at 4 °C. Primary antibodies were diluted 1:1000 in 5% bovine serum albumin (BSA)/PBS-T (w/v) and were purchased from Cell Signaling as follows: PARP (#9532), Cleaved Caspase-3 (Asp175) (#9661), Cleaved Caspase-7 (Asp198), BAX (#2772), BAK (#12105), β-Actin (#4970), Calreticulin (#12238), COX IV (#4844), Vinculin (#13901S), phospho-Stat1 (Tyr701) (#9167), Stat1 (#9172), Caspase-9 (#9502), Caspase-3 (#9662), Caspase-7 (#12827), STING (#13647), MDA-5 (#5321), RIG-I (#3743), MAVS (#3993), MAVS (#83000), Toll-like Receptor 3 (#6961), Phospho-IRF-3 (Ser386) (#37829), IRF-3 (#4302), Phospho-TBK1/NAK (Ser172) (#5483), TBK1/NAK (#3504), cGAS (#79978), and Cleaved PARP (#9548). Monoclonal ANTI-FLAG® M2 antibody (F3165) was purchased from Sigma. Following primary antibody incubation, membranes were washed with PBS-T prior to incubation at room temperature with a species-specific HRP conjugated secondary antibody (CST, #7076s or #7074s) at a dilution of 1:5000 in 5% milk/PBS-t (w/v) for 1 h. Membranes were again washed with PBS-T before developing with Pierce ECL (Thermo, #32106) or SuperSignal West Pico chemiluminescent substrate (Thermo, #34578) and imaging.

### Caspase-3/7 activation assay

Cells were stained with CellEvent™ caspase-3/7 green flow cytometry assay kit (Thermo, #C10427) according to the manufacturer’s protocol. Data were acquired with a FACSCanto II (BD Biosciences) flow cytometer, and the results were analyzed in Flowjo (TreeStar).

### Cytosolic RNA extraction

Cytosolic extracts were isolated largely as previously described^54^. Briefly, cells were resuspended in 500 µl of a buffer containing 150 mM NaCl, 50 mM HEPES, and 40 µg/ml of Digitonin before being agitated at 4 °C for 15 min. The homogenates were spun down at 2000×g for 5 min, and the supernatant containing the cytosolic fraction was transferred to a fresh tube. The cellular pellet from this spin was saved for western blot analysis. The cytosolic fraction was purified through three more 2000×*g* centrifugations to ensure no contamination of nuclear, membrane, or mitochondrial proteins. The purity of the cytosolic and pellet fractions was confirmed through western blotting. Total RNA was extracted from our cytosolic fraction using an RNeasy Plus RNA extraction kit (Qiagen). A DNase I digest was performed on our cytosolic RNA extract to remove any remaining mtDNA before further processing.

### Quantitative PCR

For RT-qPCR, total cellular RNA was extracted from conditioned cell pellets using an RNeasy Plus RNA extraction kit (Qiagen). One microgram of purified RNA was normalized across all conditions, and cDNA was generated using iScript cDNA Synthesis kit (Bio-Rad, # 1708891). The cDNA product was diluted 1:4 and subjected to qPCR with TaqMan™ Fast Advanced Master Mix, no UNG, the housekeeping VIC-MGB probe *TBP* (Hs00427620_m1 or Mm01277042_m1), and one of the following FAM-MGB probes: *MT-CO1* (Hs02596864_g1), *MT-CO2* (Hs02596865_g1), *MT-ND5* (Hs02596878_g1), *MT-ND6* (Hs02596879_g1), *MT-CYB* (Hs02596867_s1), *MT-ATP8 (*Hs02596863_g1*), ISG15* (Hs01921425_s1), *IFIT3* (Hs01922752_s1), *CXCL10* (Hs00171042_m1), *IFIT3* (Mm01704846_s1), *CXCL10* (Mm00445235_m1), *CYTB* (Mm04225271_g1), *COX1* (Mm04225243_g1), and *ND5* (Mm04225315_s1). The reaction mixtures were conducted according to the manufacturer’s instructions on a CFX384 Touch Real-Time PCR Detection System. Fold expression was calculated by normalizing cycle threshold (Cq) values to the TBP reference gene and normalizing samples to the control sample in accordance with the ^∆∆^Cq method. For mtDNA measurements, total DNA was extracted from conditioned cell pellets with the DNeasy Blood & Tissue Kit (Qiagen); 100 ng of purified cellular DNA was included in a reaction mixture of TaqMan™ Fast Advanced Master Mix, the nuclear DNA probe *TBP*, and one of the mitochondrial DNA probes COX1, ND5, or CYB. The TaqMan probes, reaction conditions, and analysis were identical to our RT-qPCR protocol described above.

### ELISA

Cell culture supernatants were collected following drug treatment and spun down at 1200 RPM for 5 min before being transferred to a fresh 1.5 ml Eppendorf. The concentration of Human IFN-β in the supernatant was determined with a Quantikine ELISA Kit (Novusbio, #DIFNB0). The concentration of mouse IFN-β was determined with a Quantikine ELISA Kit (R&D systems, #MIFNB0). Human IFN-α supernatant concentrations were determined with an All-Subtype ELISA Kit, High Sensitivity (PBL Assay Science, 41135-1). All ELISA protocols were conducted according to the manufacturer’s instructions.

### Mitochondria DNA depletion

Cells were cultured in media containing 10% FBS, 1% penicillin-streptomycin, 1 mM sodium pyruvate, 4.5 mg/ml of glucose, 50 µg/ml of uridine, and 100 µg/ml of ethidium bromide for 5 days, as previously described^37^. Control cells were grown in parallel culture conditions but were free of ethidium bromide exposure. mtDNA depletion was confirmed through quantitative PCR.

### RNA-seq gene expression analysis

#### Experimental conditions

B16 wild-type control or *CASP3*^*-/-*^*7*^*-/-*^ cells were treated for 72 h with DMSO or 0.5 µM doxorubicin in biologically independent triplicates. RNA was isolated from whole cells with RNEasy Mini kit (Qiagen) and sent for paired-end non-stranded RNA-seq by Novogene.

#### Data processing

Raw fastq files were trimmed using TrimGalore followed by quality control analysis with FastQC. Reads were mapped to the mouse genome (GRCm38) using the HISAT2 alignment tool^55^. Reads were filtered to include only those mapping to a single genomic locus, and read counts were compiled with featureCounts^56^. Normalization and differential expression analyses were conducted with the DESeq2 package in the R programming environment^57^.

#### Gene set enrichment analysis

Gene list outputs from differential expression data analysis from RNA-seq experiments were sorted by statistical rank and imported into GSEA software (v4.1.0, The Broad Institute)^58^. The pre-ranked gene list was processed with default settings and size filters for analysis within the Hallmark collection of gene signatures.

### Short-term cell viability assay (GI-50)

A375 cells were seeded at a density of 1000 cells per well in 96-well plates and left to adhere overnight. Then, 24 h following seeding, the drug was added at the specified concentration. Cell titer Glo (Promega) was used to quantify viability 3 days after the addition of the drug. The relative cell viability was determined by normalizing the raw luminescence values for each treatment condition to DMSO-treated wells. For experiments involving two drugs, one drug was kept at a constant concentration across all wells, and a serial dilution of a second drug was added on top of the background drug, with relative cell viability being normalized to the luminescent readout of the background drug only. Dose-response curves were fit using GraphPad/Prism 7/8 software. GI-50 values were interpolated from the resultant graphs as the dose corresponding to 50% cell viability relative to DMSO-treated cells.

### Short-hairpin RNA (shRNA) knockdown

Lentivirus was generated as previously described^59^. A375 cells were stably transduced with lentivirus containing Tet-pLKO-puro (Addgene #21916) plasmids with shRNA sequences created from the TRC shRNA library. The cells were selected for plasmid integration by treatment with puromycin (2 µg/ml) for 48 h. The knockdown efficiency of each shRNA was confirmed by treating the cells with 100 ng/ml of doxycycline for 48 h and immunoblotting for the protein of interest. shRNA sequences are as follows: Scramble (caacaagatgaagagcaccaa), MyD88 (gcagagcaaggaatgtgactt).

### Immunofluorescence

Mouse anti double-stranded RNA J2 (exalpha 10010500) Immunofluorescence images were generated largely as previously described^8^ with slight modifications accounting for experimental conditions. A375 cells were seeded on 18-mm coverslips in wells of a 24-well plate at 20,000 cells per well and incubated in a humidified incubator at 37 °C with 5% overnight. The following day, the cells were treated with 0.5 µM PLX-4720 (PLX), 0.5 µM S63845 (S6), or the combination for 36 h. One hour prior to fixation, 200 nM of MitoTracker Deep Red was added to the culture media. Culture media from each well was then aspirated, and cells were washed one time with 1X PBS followed by fixation and permeabilization in 4% paraformaldehyde (v/v), 0.25% Triton X-100 (v/v), and 2 µg/ml Hoechst 33342 stain in PBS for 30 min at room temperature. After dual fixation and permeabilization, cells were washed with 1X PBS three times, followed by incubation in the presence of the anti-J2 primary antibody (2.5 µg/ml) diluted in 3% BSA/PBS (w/v) overnight at 4 °C. Cells were again washed with PBS three times and incubated in secondary goat IgG anti-mouse conjugated with Alexa Fluor 488 (Thermo, #A-11001) at 2 µg/ml for 1 h. Following secondary staining, each well was washed an additional three times with 1X PBS, and coverslips were gently removed from each well and mounted with Dako fluorescence mounting medium (Agilent, S3023) onto Superfrost Plus microscopy slides (VWR, 48311-703) and stored protected from light at 4 °C until imaging. Fixed and stained cells were imaged using a 20X objective on a Leica SP5 inverted confocal microscope. A slide containing unstained cells was used as a negative control, and a minimum of at least two images from non-overlapping fields of view were taken for each condition. All image analysis was performed using FIJI/ImageJ software.

### In vivo studies

All cell lines were confirmed to be mycoplasma negative before injection in vivo. Cells were resuspended in sterile PBS at a concentration of 5 × 10^6^ cells/ml, and 100 µl of the suspension was injected into the flank of ~6- to 8-week-old female C57BL/6 mice. Tumor size was measured every 48 h with calipers, and tumor volume was calculated by the formula: *V* = *(L* $$\times$$ *W* $$\times$$ *W)/2* (*L* = longest diameter and *W* = shortest diameter). When tumor volume reached ~50 mm^3^, mice were randomized into treatment groups; 100 µl of DOXOrubicin HCl Injection, USP, or sterile saline was injected intraperitoneally into each mouse. Doxorubicin was administered at a dose of 5 mg/kg weekly. Anti-mouse CD4, anti-mouse CD8α, anti-mouse PD-1, and their isotype control antibodies were intraperitoneally injected at 200 µg per mouse. The first antibody dose was administered 1 day prior to starting saline or doxorubicin treatment and continued at a bi-weekly interval for the remaining course of the study. Tumor size was monitored every 48 h until IACUC-approved endpoints, including when tumors reached ~1500 mm^3^, tumors were ulcerated, or the mice displayed clinical impairments.

### Statistical analysis

All results are shown as means ± SEM unless otherwise shown. *p*-values were determined using unpaired, two-tailed Student’s *t*-tests, Mann–Whitney test, or, for grouped analyses, one-way or two-way analysis of variance (ANOVA) with Tukey’s post hoc test; *p* < 0.05 was considered statistically significant. Unless otherwise noted, all experiments were performed a minimum of three times, and measurements were taken from individual biological replicate samples.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

All data associated with this study are available in the main text or the supplementary materials. RNA-seq data from B16 sgCTRL and sgCasp3/7 cells treated with doxorubicin is available at Gene Expression Omnibus (GEO) (Accession Number GSE210377, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Executioner caspases restrict mitochondrial RNA-driven Type I IFN induction during chemotherapy-induced apoptosis
**Source:** Nat Commun. 2023 Mar 14;14:1399. doi: 10.1038/s41467-023-37146-z

Supplementary Information for

Executioner caspases restrict mitochondrial RNA-driven Type I IFN induction during chemotherapy-induced apoptosis

Shane T. Killarney¹, Rachel Washart¹, Ryan S. Soderquist¹, Jacob P. Hoj¹, Jamie Lebhar¹, Kevin H. Lin^{1,2}, Kris C. Wood¹✉

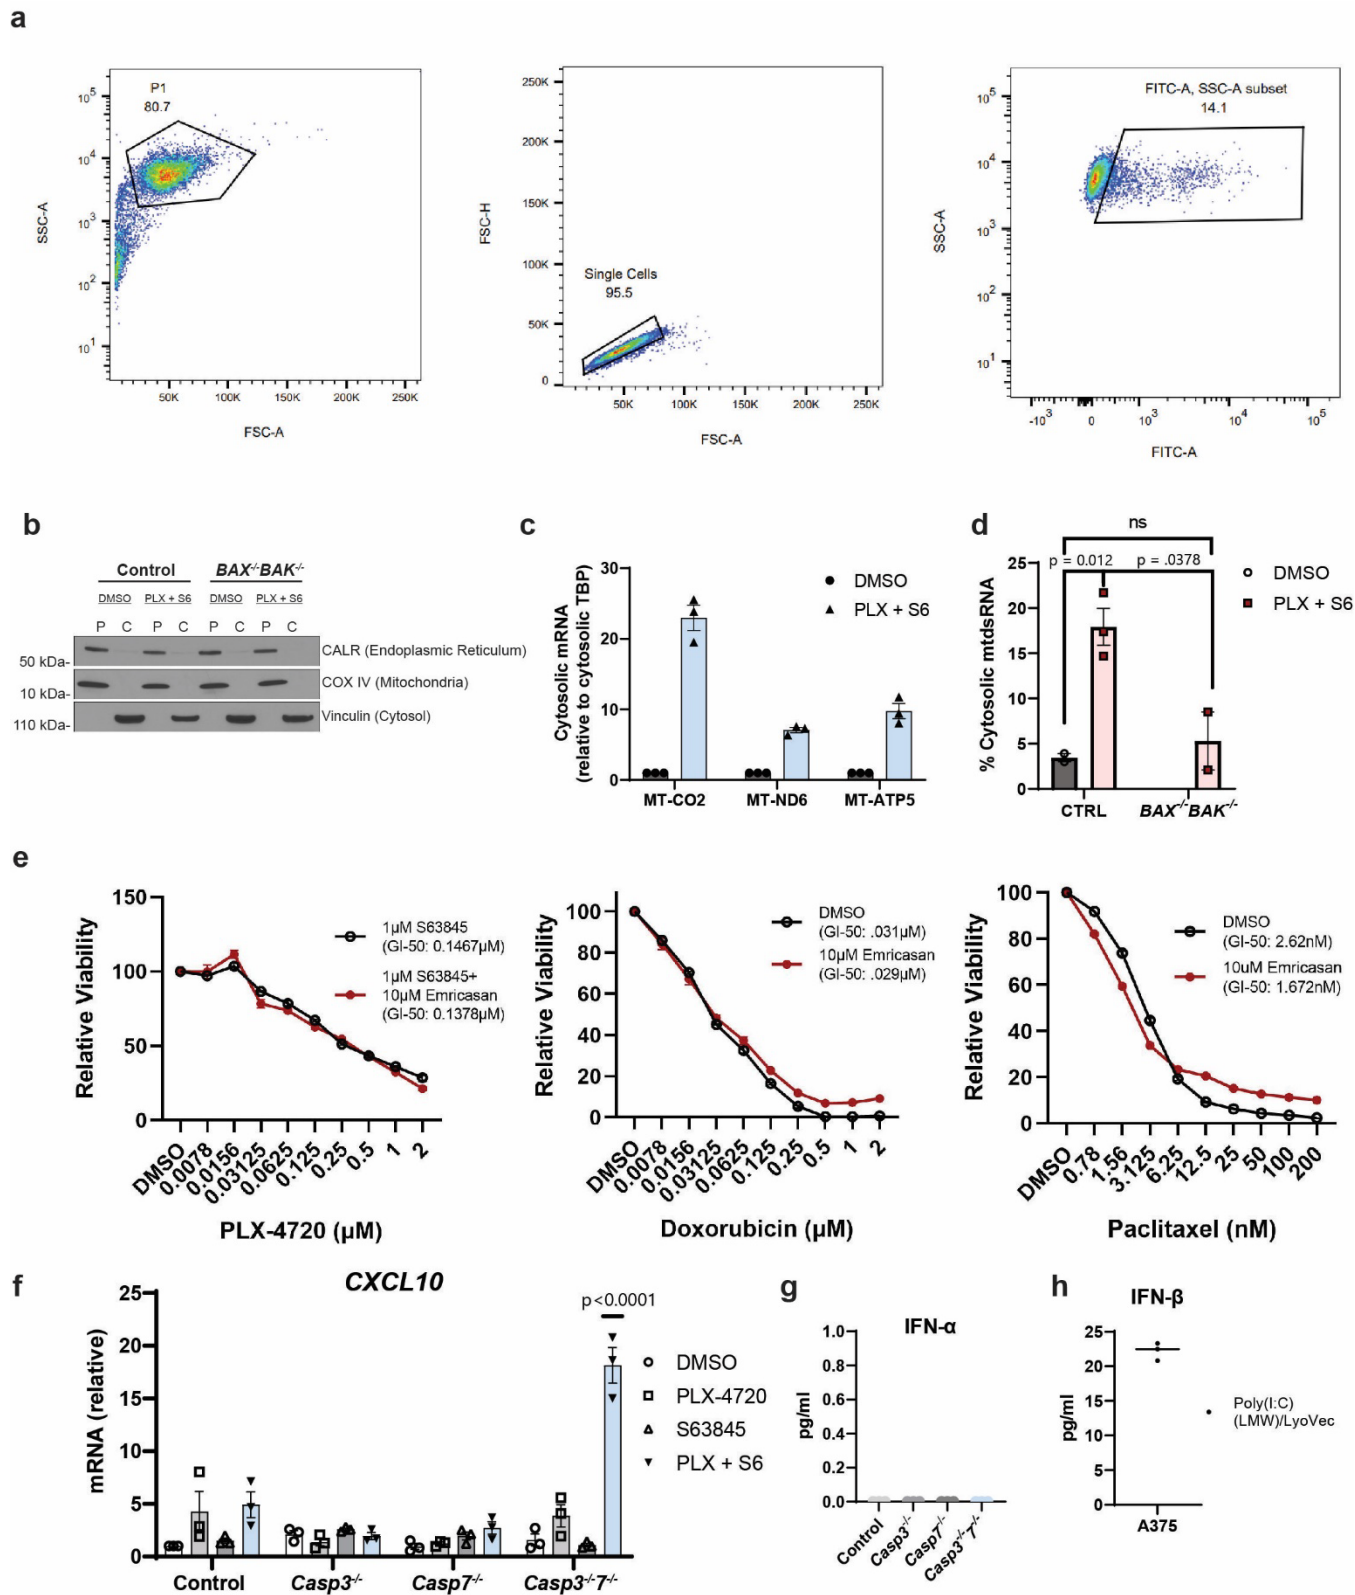

Supplementary Fig. 1: Caspase-independent cell death activates Type I IFN signaling. a, Flow cytometry gating strategy for data in Fig. 1b. **b,** Western blot from pellet (P) and cytosolic

(C) fractions following treatment of A375 wild-type cells with 0.5 μ M PLX-4720, 0.5 μ M S63845 for 36hrs; representative of three independent fractionation experiments ($n = 3$). **c**, A375 wild-type cells were treated with DMSO or PLX + S6 before RT-qPCR was performed on cytosolic fractions. A two-tailed unpaired t-test was performed, p-values are included in the figure. Data are presented as mean $\pm$ SEM. **d**, Quantification of cytosolic dsRNA species in A375 wild-type and *BAX*^{-/-}*BAK1*^{-/-} upon DMSO or 0.5 μ M PLX-4720, 0.5 μ M S63845 treatment for 36hrs⁶². One-way ANOVA with Tukey's multiple-comparison test was performed, p-values are included in the figure. Data are presented as mean $\pm$ SEM. **e**, Relative cell viability of A375 cells following treatment with increasing doses of PLX-4720, doxorubicin, or paclitaxel in the presence or absence of 10 μ M Emricasan. PLX-4720 treatment was performed with a background dose of 1 μ M S63845. Data are presented as mean $\pm$ s.e.m for $n = 3$ biologically independent experiments. **f**, A375 wild-type control, *CASP3*^{-/-}, *CASP7*^{-/-}, *CASP3*^{-/-}*7*^{-/-} cells were treated with 0.5 μ M PLX-4720, 0.5 μ M S63845, or the combination (PLX + S6) for 24 hrs before performing RT-qPCR analysis of *CXCL10* expression. mRNA levels are normalized to DMSO-treated control cells; Two-way ANOVA with Tukey's multiple-comparisons test, p-values are included in the figure. Data are presented as mean $\pm$ SEM. **g**, ELISA analysis for IFN- α production in the media of A375 wild-type control, *CASP3*^{-/-}, *CASP7*^{-/-}, and *CASP3*^{-/-}*7*^{-/-} cells following treatment with 2 μ M PLX-4720 and 2 μ M S63845 for 24 hrs. **h**, ELISA analysis for IFN- β in the supernatant of A375 cells treated with the 0.5 μ g/ml of the cytosolic dsRNA agonist Poly (I:C) (LMW)/LyoVec for 12hrs. **c-d, and f-g** Each dot represents a biological replicate, and the data are the results of three independent experiments ($n = 3$).

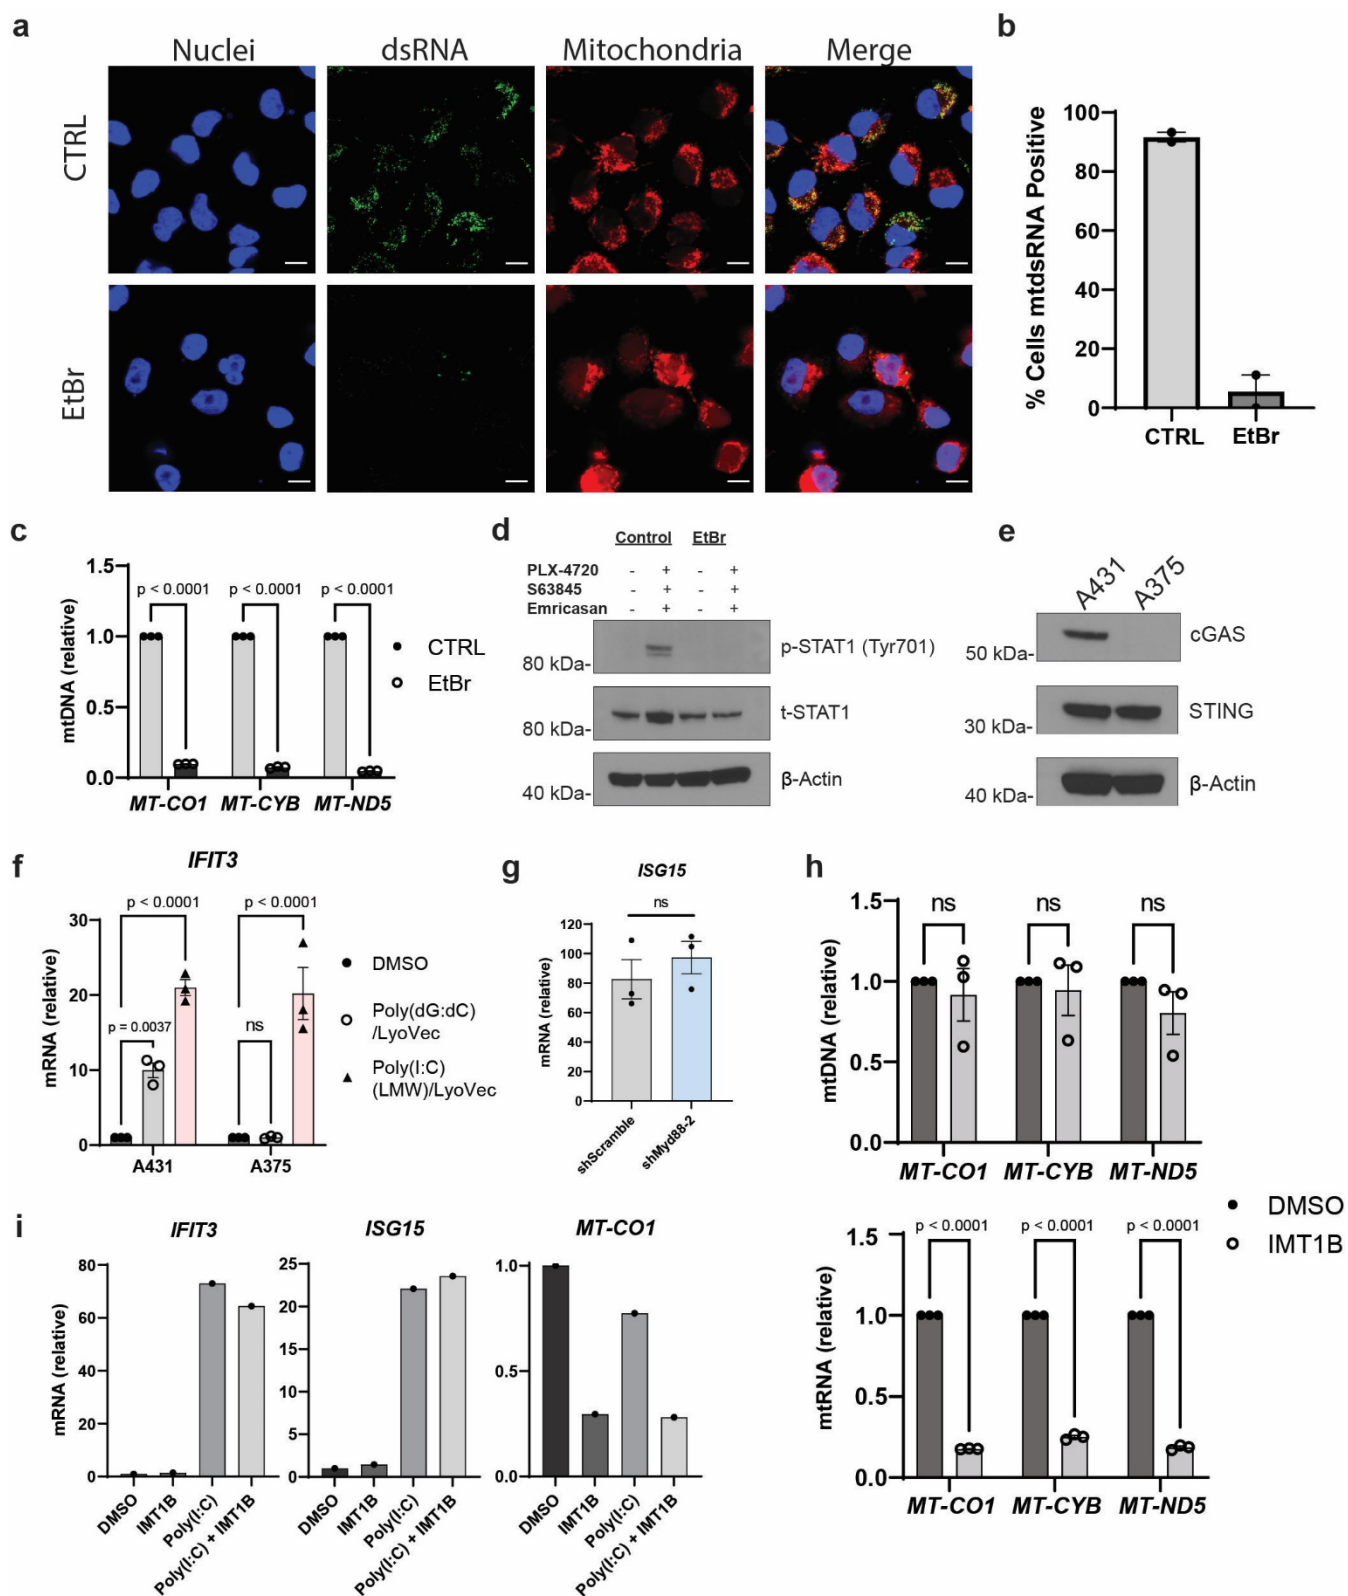

Supplemental Fig. 2: Validation of mtRNA depletion. **a**, A375 cells were pre-treated with EtBr (100 ng/ml) or control-media (CTRL) for 5-days before immunofluorescence images of

dsRNA with an anti-dsRNA (J2) antibody were taken. Mitochondria and nuclei are stained with MitoTracker Deep Red and Hoechst, respectively. Scale bars, 10 μ m. Data are representative of two non-overlapping images. **b**, Graph representing the percentage of cells with mitochondrial dsRNA staining across two representative immunofluorescence images from experiment a. Data are presented as mean $\pm$ SEM. **c**, A375 cells were treated with EtBr (100 ng/ml) or control media for 5-days and qPCR was performed to assess mtDNA levels. **d**, Pre-treated EtBr, or control A375 cells were treated with the indicated combinations of PLX-4720 (0.5 μ M), S63845 (0.5 μ M), and Emricasan (10 μ M) and a western blot of the specified proteins was performed. Data are representative of three independent experiments ($n = 3$) **e**, Western blot showing baseline expression of indicated proteins in A431 and A375 cells. Data are representative of three independent experiments ($n = 3$). **f**, A431 and A375 cell lines were treated with 0.5 μ g/mL of either Poly(dG:dC)/LyoVec or Poly(I:C) (LMW)/LyoVec for 16 hours. Following treatment, RT-qPCR analysis was performed to measure IFIT3 expression. mRNA was normalized to DMSO-treated control cells. One-way ANOVA with Tukey's multiple-comparisons test, p-values are included in the figure. Data are presented as mean $\pm$ SEM. **g**, A375 cells with tet-on hairpins against the indicated genes were pre-treated for 48hrs with 100 ng/ml of doxycycline before being subjected to either DMSO or PLX-4720, S63845, and Emricasan for 24hrs. RT-qPCR was normalized to DMSO treated cells. **h**, A375 cells were treated with 2.5 μ M IMT1B for 24 hrs. The cells recovered from this experiment were split equally into two aliquots. The first aliquot was subject to qPCR measurement of mtDNA (top panel). RT-qPCR was performed on the second aliquot to measure the expression MT-CO1, MT-CYB, and MT-ND5 (bottom panel). mtDNA and mtRNA were normalized to their respective DMSO-treated control cells. **i**, A375 were treated with 10 μ g/mL of the dsRNA agonist Poly(I:C) for 8 hrs in the presence or absence of 2.5 μ M of IMT1B. RT-qPCR was performed on cell pellets from this experiment to measure mRNA expression of the indicated genes. Experiment was performed in singlicate ($n = 1$). **c**, **f**, **g**, **h**, two-tailed unpaired t-test, p-values are included in the figure. Data are presented as mean $\pm$ SEM. Each dot represents a biological replicate, and the data are the results of three independent experiments ($n = 3$).

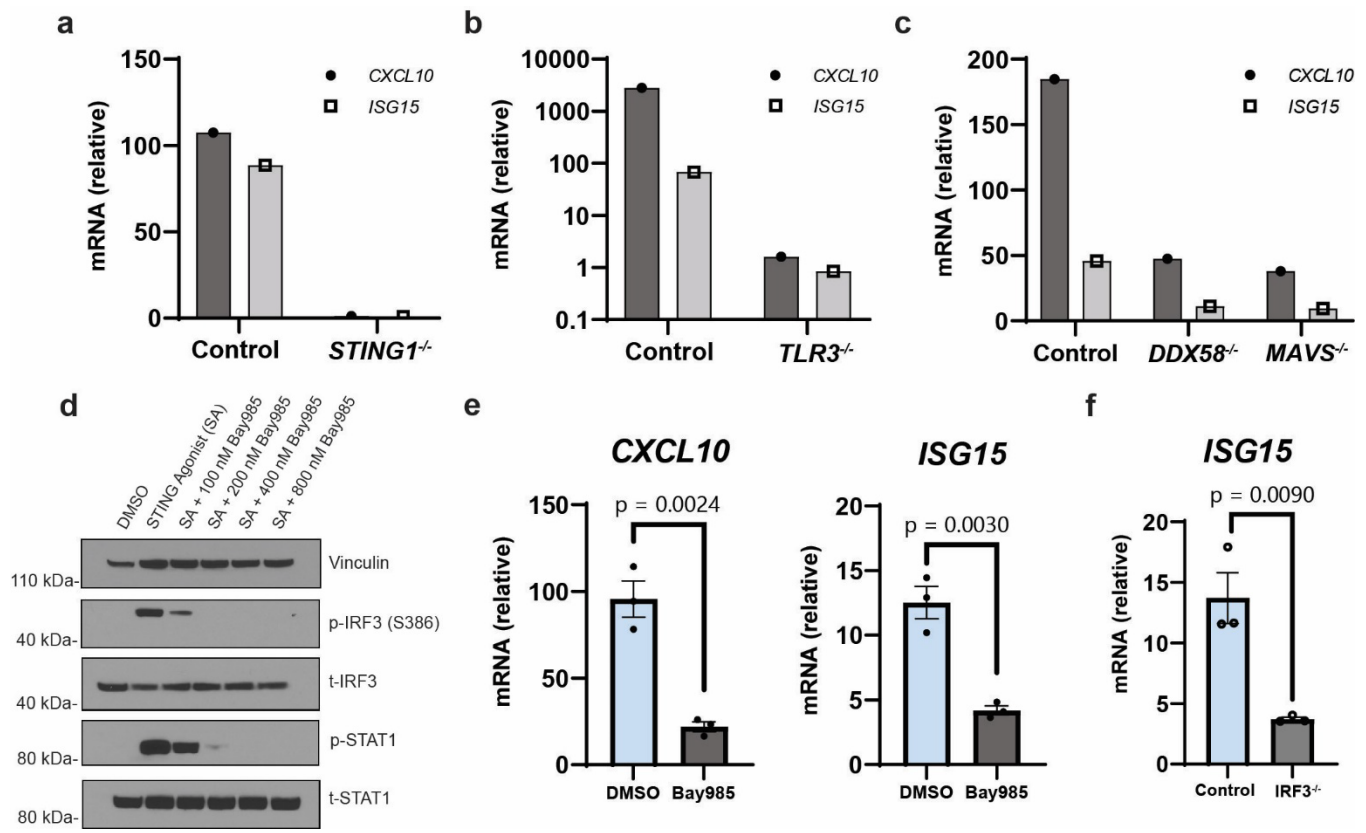

Supplementary Fig. 3: Cytosolic dsRNA sensing pathways control Type I IFN production during CICD. RT-qPCR was performed to measure the expression of *ISG15* and *CXCL10* expression in the following settings. **a**, A375 *CASP3*^{-/-} or *CASP3*^{-/-} + *STING*^{-/-} cells treated with 0.5 μ M STING agonist (diABZI compound 3) for 8 hrs. **b**, A375 *CASP3*^{-/-} or *CASP3*^{-/-} + *TLR3*^{-/-} cells treated with 10 μ g/ml poly(I:C) HMW for 16 hrs. **c**, A375 *CASP3*^{-/-}, *CASP3*^{-/-} + *DDX58*^{-/-}, or *CASP3*^{-/-} + *MAVS*^{-/-} cells treated with 0.5 μ g/mL Poly(I:C) (LMW)/LyoVec for 16 hrs. **a**, **b**, **c** mRNA was normalized to DMSO-treated *CASP3*^{-/-} control cells. **d**, A375 wild-type cells were pre-treated with the indicated dose of Bay985 for one hour before an 8 hr treatment with 0.5 μ M diABZI (compound 3). Western blot showing the indicated proteins. Data are representative of three independent experiments ($n = 3$). **e**, A375 *CASP3*^{-/-} cells were treated with PLX-4720 (2 μ M) and S63845 (2 μ M) in the presence or absence of the TBK1/IKK ϵ inhibitor Bay-985 (.2 μ M) for 24 hrs. RT-qPCR analysis of *CXCL10* and *ISG15* was performed. **f**, A375 wild-type control or *IRF3*^{-/-} cells following treatment with PLX-4720 (2 μ M), S63845 (2 μ M), and Emricasan (10 μ M) for 24 hrs. RT-qPCR analysis *ISG15* was performed. **e,f**, Each dot represents a biological replicate, and the data are the results of three independent experiments ($n = 3$). Two-tailed unpaired t-test, p-values are included in the figure. Data are presented as mean $\pm$ SEM.

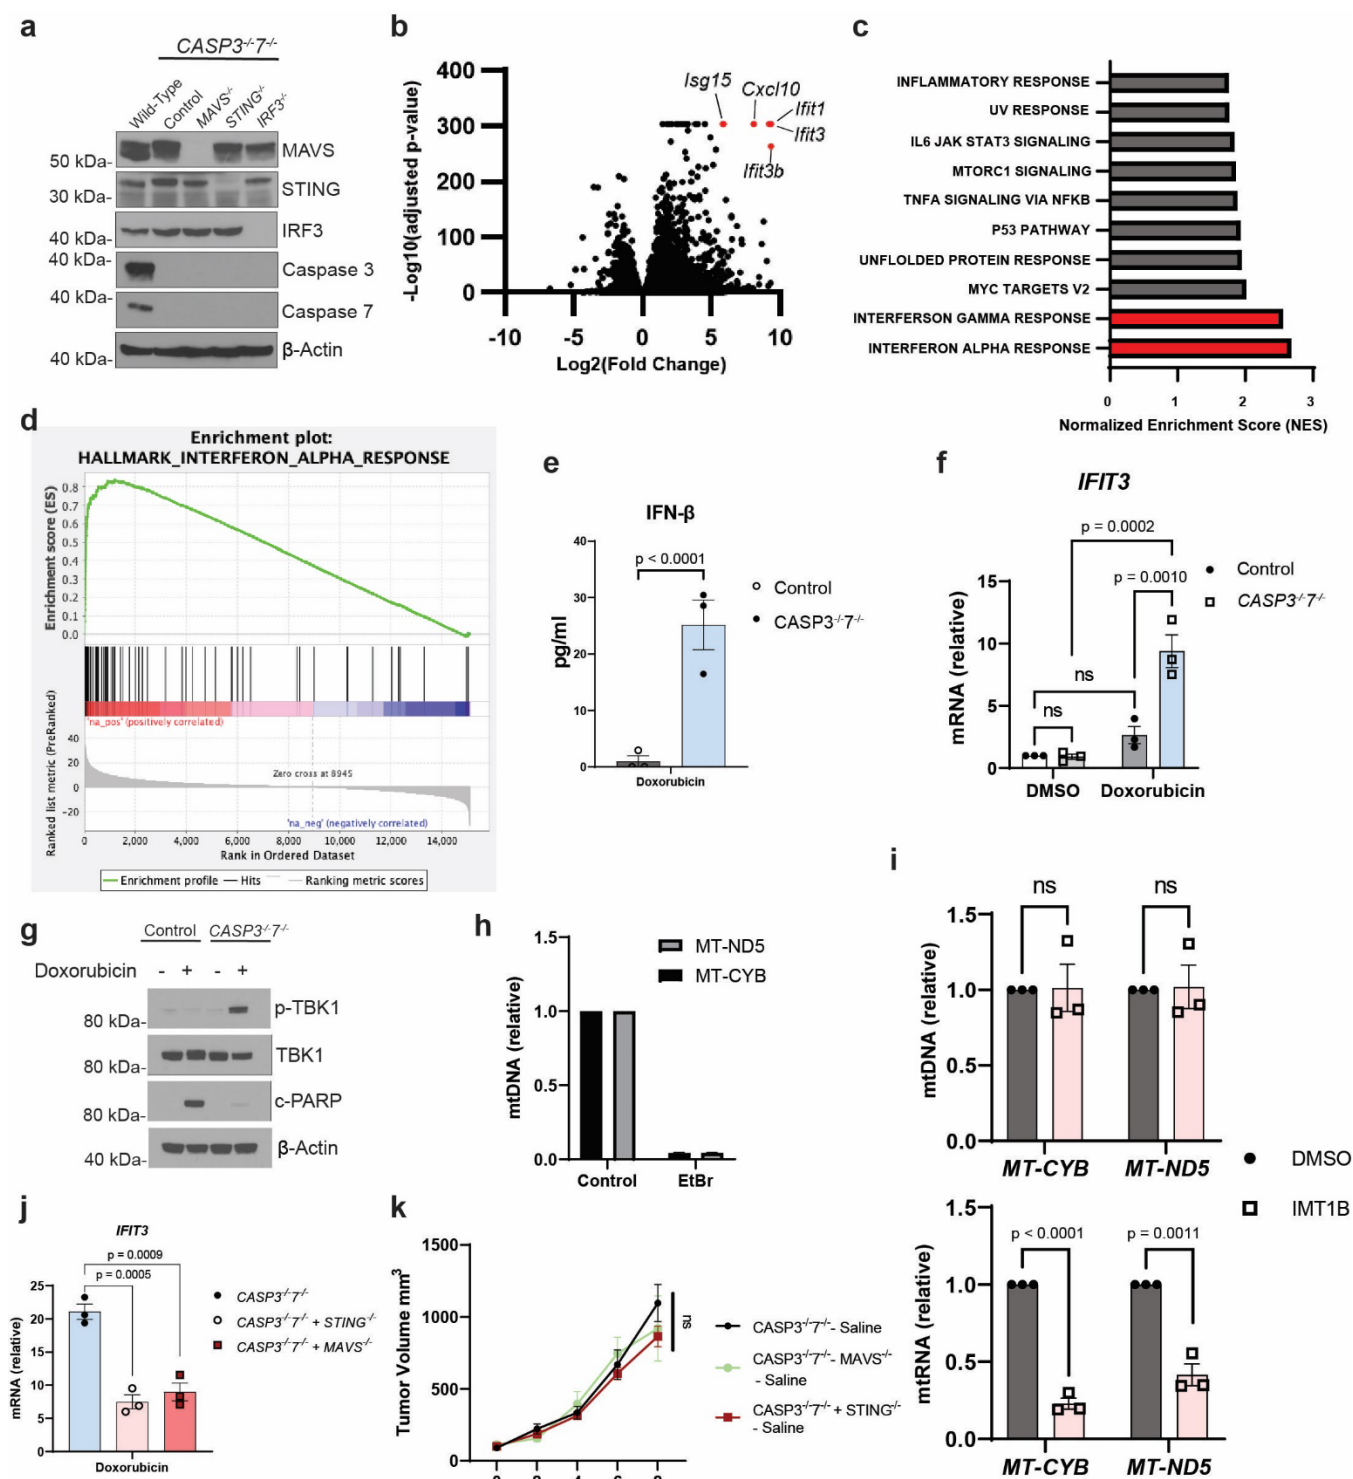

Supplemental Fig. 4: mtRNA stimulates therapeutic Type I IFN production during CICD in a murine melanoma model. **a**, Western blot from B16 cells with the indicated knockout to validate protein loss. Data are representative of three independent experiments ($n = 3$) **b**, RNA-seq analysis of differential expression in doxorubicin (0.5 μ M) treated $CASP3^{-/-7^{-/-}}$ cells vs

doxorubicin treated (0.5 μ M) wild-type control B16 cells at 72 hrs. 

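Among genes with a mean of at least 1 CPM and no overlap between the groups, and with predicted genes left out, the 10 with the largest rise in doxorubicin-treated CASP3-/-7-/- cells were Ifit1, Ifit3b, Ifit3, Ifnb1, Sprr1a, Ccl5, Oasl1, Krt16, Ccl4 and Cxcl10. Ccl4, Ccl5 and Cxcl10 encode chemokines, and Ifit1, Ifit3, Ifit3b, Oasl1 and Cxcl10 belong to the interferon alpha list. Oasl1, a relative of the antiviral oligoadenylate synthetases, went from 0.236 ± 0.077 to 89.99 ± 2.16 CPM (SD, n = 3 each), a log2 fold change of 8.50. It had 12 counts over the control libraries. The chemokine gene Ccl4 had 2 counts over the control libraries and 562 over the CASP3-/-7-/- libraries, a ratio of 328 (95% counting interval 90.3 to 2714). Sprr1a, a component of the cornified envelope of epidermal cells, and the epidermal keratin gene Krt16 had log2 fold changes of 8.84 and 8.21. These values rest on 7 and 4 counts over the control libraries, so they are imprecise.

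The 10 genes with the largest fall were Pycard, Mfap3l, Pogk, Tk1, Chil1, Col4a1, Fam107b, Col4a2, Armcx1 and Klhdc8a. Pycard, which encodes the inflammasome adaptor ASC, had 146 counts over the control libraries and 1 over the CASP3-/-7-/- libraries, a ratio of 0.00799 (95% counting interval 2.01e-04 to 0.0452). Col4a1 and Col4a2, neighbours that encode chains of basement membrane collagen, had log2 fold changes of -3.65 (standard error 0.096) and -3.35 (standard error 0.076). They overlap on chromosome 8, and Col4a1 lies in a run of 100 neighbouring tested genes with a median of -0.37. Tk1, which encodes thymidine kinase and overlaps Afmid, had a log2 fold change of -4.47 (standard error 0.18).

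In all, 5314 genes were higher and 5605 were lower in CASP3-/-7-/- cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 68.8% of the 15866 genes tested. With a fold change of at least 2 as well, 2194 were higher and 971 lower. The 3 values of one genotype lay entirely above those of the other for 71.3% of the tested genes, where chance gives 10%. Of genes with at least 10 counts in every library, 1337 were at least 2-fold higher. That filter leaves out genes nearly silent in either genotype. With a gene length offset 4245 were higher and 7236 lower, so that 37.0% of the calls were higher in place of 48.7%, and that offset moved the median of all genes to -0.17 on the log2 scale.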

Top hits are identified with a red dot and gene name. 

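After doxorubicin, targets of p53, the transcription factor activated by DNA damage, were more often higher than lower in CASP3-/-7-/- cells, with 40 of 55 tested members higher and 9 lower (40 and 10 when adjusted over the list alone). By limma's camera the list had an adjusted p = 7.84e-05 (adjusted p = 0.217 with an estimated correlation). Mdm2, the ubiquitin ligase of p53, had a log2 fold change of 1.38 (standard error 0.046), the death receptor gene Fas one of 2.11 (standard error 0.083), and Gpx1, a glutathione peroxidase, one of -0.68 (standard error 0.049). Genes of the unfolded protein response were higher in 41 of 65 cases and lower in 14 (42 and 14 when adjusted over the list alone), at a camera adjusted p = 2.94e-04 (adjusted p = 0.276 with an estimated correlation, and 0.0593 without members shared with other lists). Atf3 stood at 2.60, Ppp1r15a at 2.09 and Ddit3, a transcription factor induced by endoplasmic reticulum stress, at 1.81 on the log2 scale, and Spcs3, a subunit of the signal peptidase, at -1.10. Of 60 tested MYC targets V2, 36 were higher and 14 lower (36 and 14 when adjusted over the list alone), at a camera adjusted p = 0.0102 (adjusted p = 0.479 with an estimated correlation, 0.0593 without shared members and 0.312 with a gene length offset). Myc itself had a log2 fold change of 2.13 (standard error 0.093) and the ribosome biogenesis gene Rrp12 one of 1.88, whereas Cdk4 had one of -0.78.

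Of 92 tested genes of TNF signaling through NF-kB, 55 were higher and 23 lower (56 and 23 when adjusted over the list alone), at a camera adjusted p = 0.00167 (adjusted p = 0.299 with an estimated correlation, and 0.116 without shared members). Nfkb2 stood at 2.00 and Fosl2 at -1.23. IL6 JAK STAT3 signaling had 33 higher and 21 lower of 67 (33 and 21 when adjusted over the list alone), at a camera adjusted p = 0.0362 (adjusted p = 0.299 with an estimated correlation, and 0.523 without shared members). Jun stood at 1.29 and the urokinase receptor gene Plaur at -1.09. The mTORC1 list did not pass the camera test, at an adjusted p = 0.101 (adjusted p = 0.687 with an estimated correlation). It had 83 higher and 55 lower of 160 (84 and 55 when adjusted over the list alone), with the asparagine synthetase gene Asns at 1.61 and Ldha, a lactate dehydrogenase, at -1.07. These lists share members with each other and with the interferon lists. Ddit3 overlaps Mars and Cdk4 overlaps Tspan31 in the annotation.

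Normalized enrichment scores from fgsea were 1.97 for MYC targets V2, 1.94 for TNF signaling, 1.93 for IL6 JAK STAT3 signaling and 1.67 for mTORC1 signaling.

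**Figure D2:**
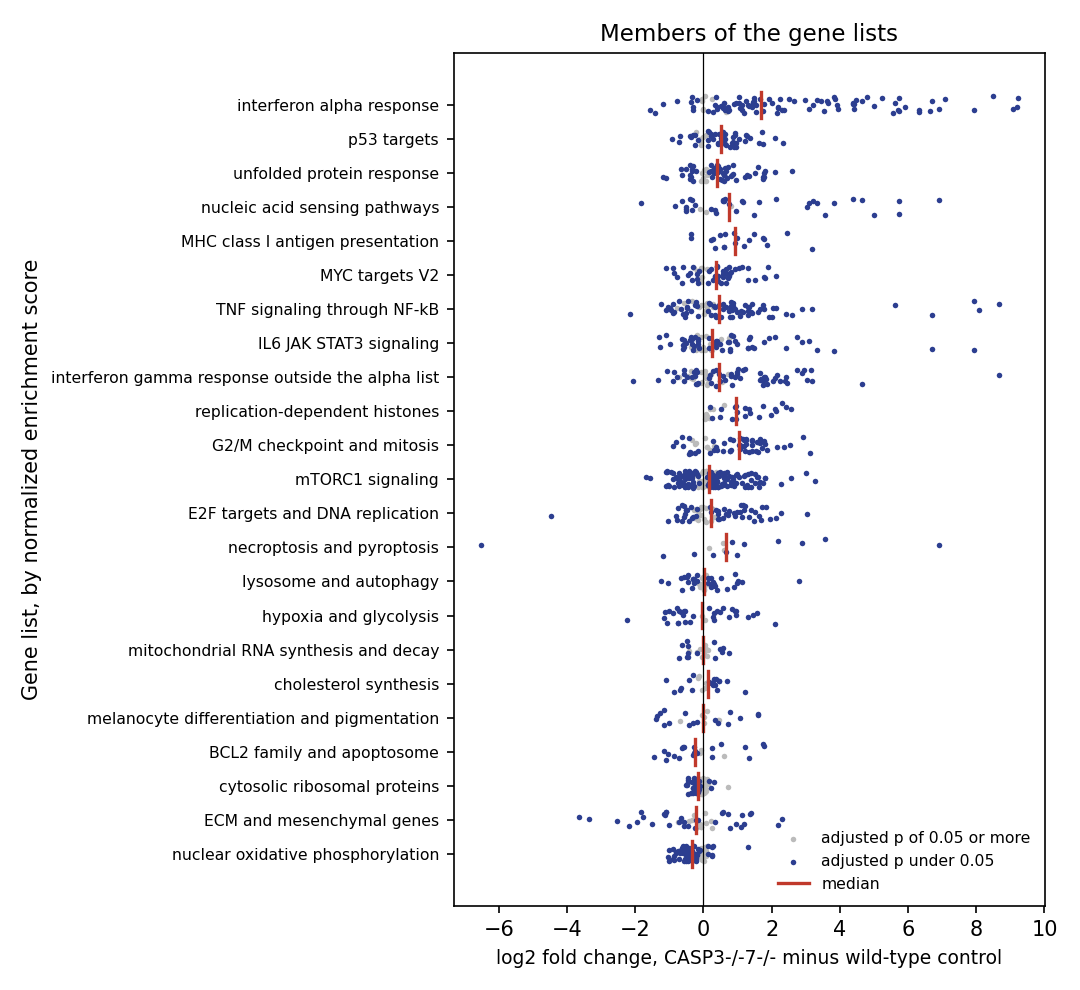
Log2 fold change (CASP3-/-7-/- minus wild-type control, both with doxorubicin) of every tested member of 23 gene lists, ordered from the highest to the lowest normalized enrichment score, with a blue point for an adjusted p under 0.05 from edgeR, a gray point otherwise, and a red bar at the median. The median of the interferon alpha list lies at 1.70 and that of p53 targets at 0.51.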

Statistical analysis is defined in the methods. **c**, Top ten gene sets enriched in the *CASP3*^{-/-}*7*^{-/-} cells from experiment **b** are shown in order based on the normalized enrichment score (NES) from GSEA analysis. **d**, IFN- α GSEA plot from experiment **b** showing enriched genes in doxorubicin treated *CASP3*^{-/-}*7*^{-/-} compared to doxorubicin treated wild-type control cells. **e**, ELISA analysis for IFN- β production in the media of B16 wild-type control and *CASP3*^{-/-}*7*^{-/-} cells following treatment with 1.5 μ M of doxorubicin for 24 hrs. Two-tailed unpaired t-test, p-values are included in the figure. Data are presented as mean $\pm$ SEM. **f**, B16 wild-type control and *CASP3*^{-/-}*7*^{-/-} cells were treated with DMSO or 1.5 μ M of doxorubicin for 24 hrs and RT-qPCR was performed to assess *IFIT3* expression. mRNA was normalized to DMSO-treated control cells. Two-way ANOVA with Tukey's multiple-comparisons test, p-values are included in the figure. Data are presented as mean $\pm$ SEM. **g**, Western blot showing the indicated proteins from B16 wild-type control and *CASP3*^{-/-}*7*^{-/-} lysates that were treated with 1.5 μ M doxorubicin for 24 hrs and the data are the results of three independent experiments ($n = 3$). **h**, B16 *CASP3*^{-/-}*7*^{-/-} cells were treated with EtBr (100 ng/ml) or control media for 5-days and qPCR was performed to assess mtDNA levels. **i**, B16 cells were treated with 2.5 μ M IMT1B for 24 hrs. The cells recovered from this experiment were split equally into two aliquots. The first aliquot was subject to qPCR measurement of mtDNA (top panel). RT-qPCR was performed on the second aliquot to measure the expression *MT-CYB* and *MT-ND5* (bottom panel). mtDNA and mtRNA were normalized to their respective DMSO-treated control cells. Two-tailed unpaired t test, p-values are included in the figure. Data are presented as mean $\pm$ SEM. **j**, RT-qPCR analysis of *IFIT3* expression in B16 *CASP3*^{-/-}*7*^{-/-} cells with additional knockouts against STING or MAVS following treatment of 1.5 μ M doxorubicin for 24 hrs. Each dot represents a biological replicate, and the data are the results of three independent experiments ($n = 3$). One-way ANOVA with Tukey's multiple-comparisons test, p-values included in the figure. Data are presented as mean $\pm$ SEM. **k**, Tumor volume growth curves after subcutaneous injection of B16 *CASP3*^{-/-}*7*^{-/-} cells with an additional knockout against STING or MAVS in the flanks of C57BL/6 mice treated with either doxorubicin (Dox) or saline. Two-way ANOVA with Tukey's multiple-comparison test. Data are presented as mean $\pm$ SEM.

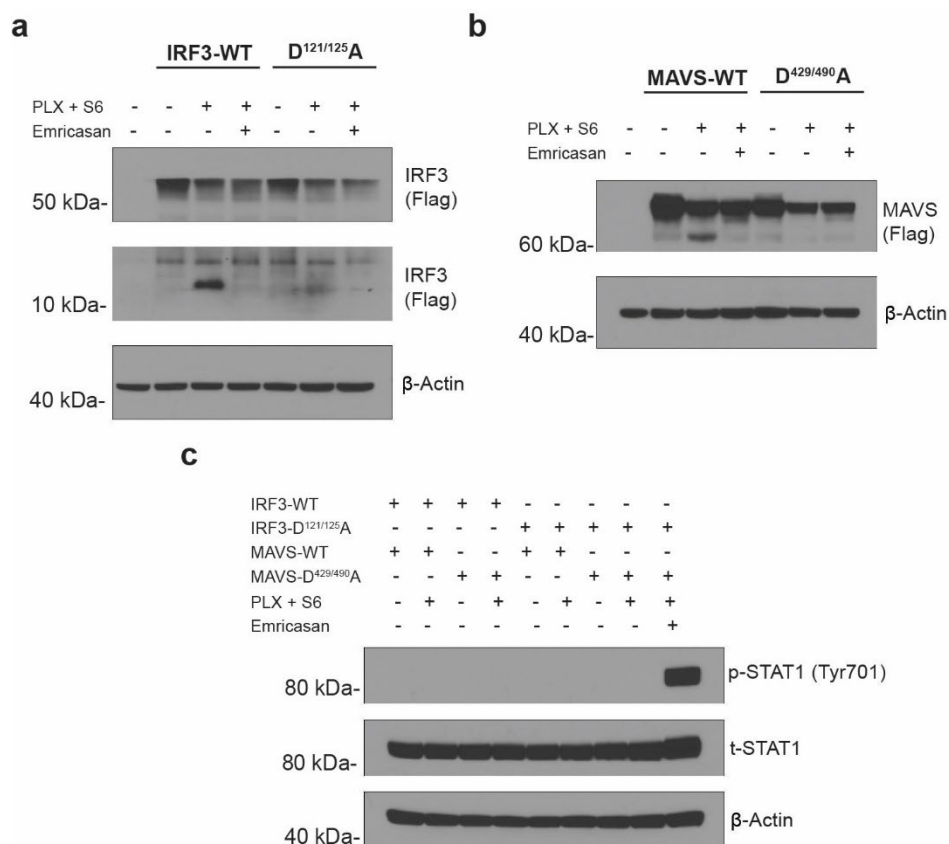

Supplemental Fig. 5: Apoptotic caspases cleave IRF3 and MAVS. **a**, A375 wild-type cells expressing flag-tagged IRF3 wild-type (IRF3-WT), flag-tagged IRF3 D^{121/125}A mutant, or empty backbone (lane 1) were treated with the indicated combinations of 2 μ M PLX-4720 (PLX), 2 μ M S63845 (S6), and 10 μ M Emricasan for 24 hrs before immunoblotting was performed. **b**, A375 wild-type cells expressing flag-tagged MAVS wild-type (MAVS-WT), flag-tagged MAVS D^{429/490}A mutant, or empty backbone (lane 1) were treated with the indicated combinations of 2 μ M PLX-4720 (PLX), 2 μ M S63845 (S6), and 10 μ M Emricasan for 24 hrs before immunoblotting was performed. **c**, A375 wild-type cells with stable expression of the indicated combinations of IRF3-WT, IRF3-D^{121/125}A, MAVS-WT, and MAVS-D^{429/490}A were treated with DMSO or 2 μ M PLX-4720 (PLX) and 2 μ M S63845 (S6) for 24 hrs before immunoblotting. PLX + S6 + 10 μ M Emricasan was used as a positive control for p-STAT1 activity. **a-c**, Data are representative of three independent experiments ($n = 3$).

Supplemental Fig. 1b: Raw Blot

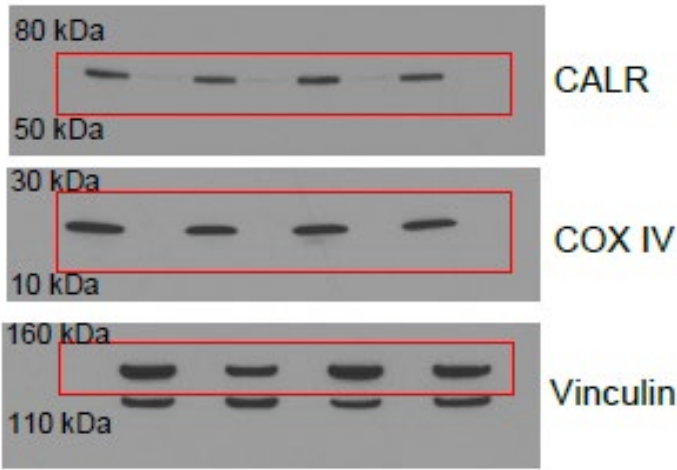

Supplemental Fig. 2d: Raw Blots

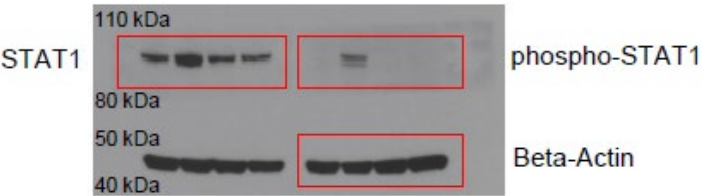

Supplemental Fig. 2e: Raw Blots

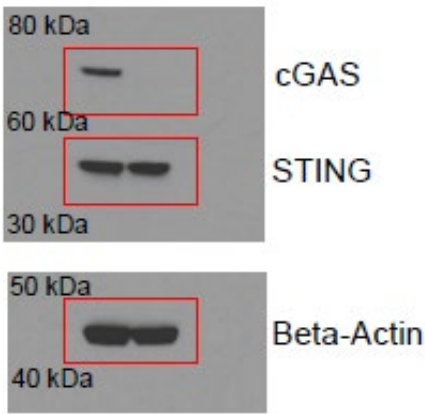

Supplemental Fig. 3d: Raw Blot

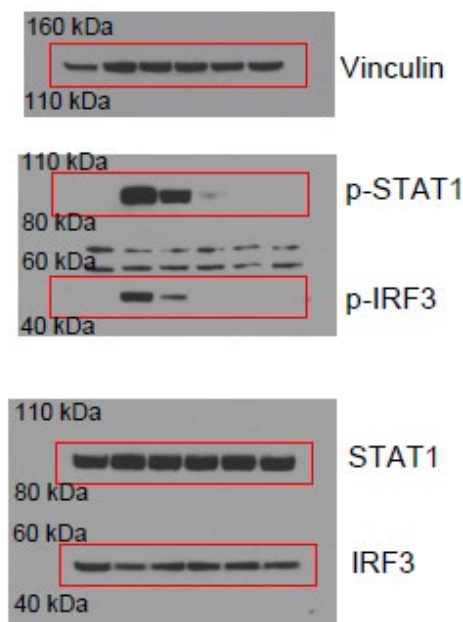

Supplemental Fig. 4a: Raw Blot

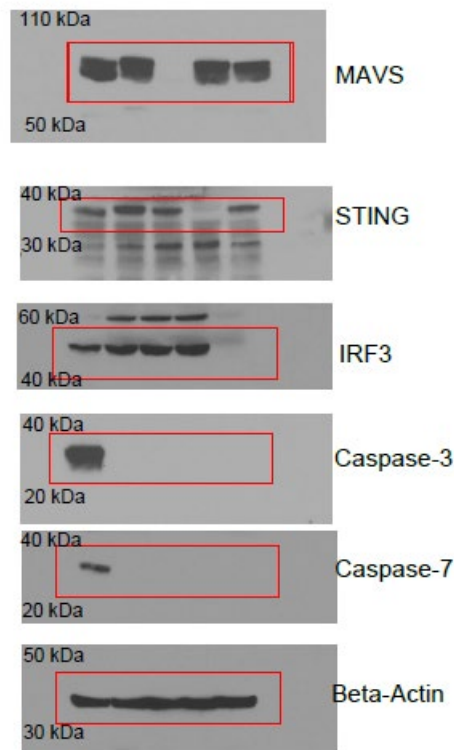

Supplemental Fig. 4g: Raw Blot

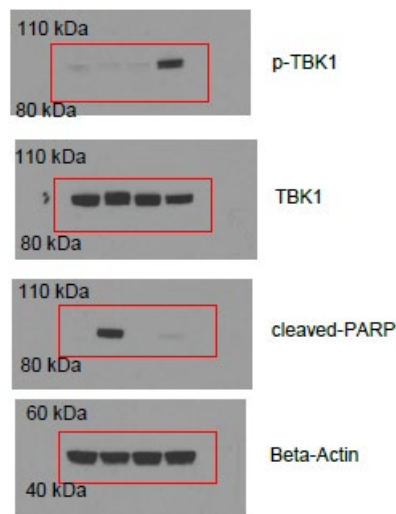

Supplemental Fig. 5a: Raw Blot

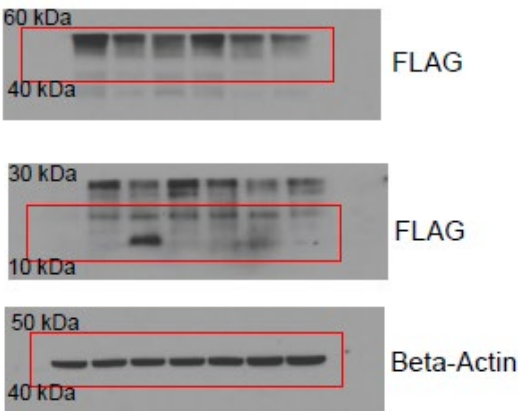

Supplemental Fig. 5b: Raw Blot

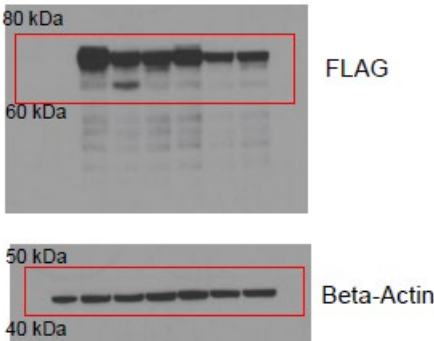

Supplemental Fig. 5c: Raw Blot

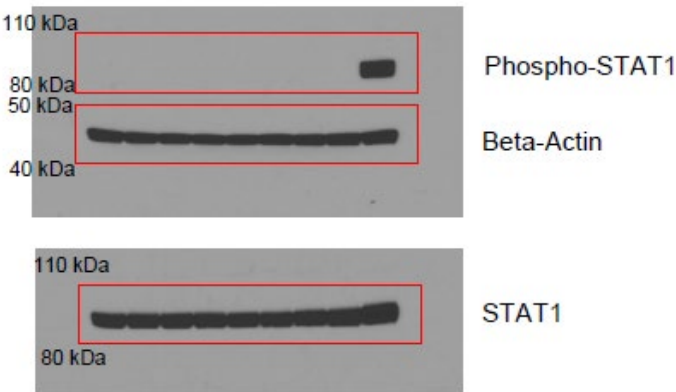

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Executioner caspases restrict mitochondrial RNA-driven Type I IFN induction during chemotherapy-induced apoptosis
**Source:** Nat Commun. 2023 Mar 14;14:1399. doi: 10.1038/s41467-023-37146-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

-Real-time qPCR: CFX384 Touch Real-Time PCR Detection System
-Cell Counting: Z2 Coulter Particle Count and Size Analyzer
-Plate Reader for luminescence assays: TECAN infinite M1000Pro
-Blot image scanning: Epson Perfection V600 Photo
-DNA/RNA concentration measurement: Thermo Fisher NanoDrop Lite
-FACS Analysis: Becton Dickinson FACSCanto II and Beckman Coulter Astrios Cell Sorter

Data analysis

-Statistical analysis and plotting were done in GraphPad Prism 8.0.2, 9.0.1 or Microsoft Excel 2016-2021
-Figures were prepared in Adobe Illustrator CC 2017, 2020
-Western blot images were scanned with EPSON Scan 3.9.4
-Flow cytometry data were analyzed in Imagej 1.51
-RNAseq data was analyzed with GSEA software (v4.1.0, The Broad Institute), RStudio Version 1.1.463, 1.3.1073, and R version 3.5.1, 4.0.2.
The following R packages were used "DESeq2" and "JACoP"

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data associated with this study are available in the main text or the supplementary materials. Source data are provided with this paper. RNA-seq data from B16 sgCTRL and sgCasp3/7 cells treated with doxorubicin and reads were mapped to the mouse genome (GRCm38) using the HISAT2 alignment tools. The data is available at Gene Expression Omnibus (GEO) (Accession Number GSE210377).

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

As described, in vitro sample sizes ranged from n=3 to n=5 replicates per condition. Sample sizes were sufficient to identify significant changes as indicated in each figure.

For mouse studies no sample size estimation experiment was initially performed. The sample size were based upon expected variability and effect sizes for similar tumor models with other treatments and confirmed to be in line with our models effect size:
Han, C. et al. Tumor cells suppress radiation-induced immunity by hijacking caspase 9 signaling. Nat. Immunol. 21, 546–554 (2020).

Data exclusions

No data were excluded from analysis.

Replication

Experimental findings were performed at least 3 independent times. The experimental findings were reliably reproduced and all attempts were included in the presentation unless technical error prevented the completion of the experiment.

Randomization

Mice were randomized upon their tumor volume reaching 50 mm³. No randomization was required for the in vitro cell line experimentation.

Blinding

Blinding the in vivo experiments was not feasible given the labeling requirements of the facilities and limitation of available personnel. To establish humane endpoint for mouse study, blinded observers visually inspected mice for obvious signs of distress, such as loss of appetite, hunched posture. No blinding of in vitro experiments was performed as each cell line requires different culture conditions.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Cell Signaling: PARP (#9532), Cleaved Caspase-3 (Asp175) (#9661), Cleaved Caspase-7 (Asp198), BAX (#2772), BAK (#12105), β -Actin (#4970), Calreticulin (#12238), COX IV (#4844), Vinculin (#139015), phospho-Stat1 (Tyr701) (#9167), Stat1 (#9172), Caspase-9 (#9502), Caspase-3 (#9662), Caspase-7 (#12827), STING (#13647), MDA-5 (#5321), RIG-I (#3743), MAVS (#3993), MAVS (#83000), Toll-like Receptor 3 (#6961), Phospho-IRF-3 (Ser386) (#37829), IRF-3 (#4302), Phospho-TBK1/NAK (Ser172) (#5483), TBK1/NAK (#3504), cGAS (#79978), and Cleaved PARP (#9548). Monoclonal ANTI-FLAG® M2 antibody (F3165) was purchased from Sigma. Mouse anti double-stranded RNA J2 (exalpha 10010500). All antibodies were used at 1:1000 dilution for western blotting. Anti-J2 was used at 2.5 μ g/ml for IF.
Validation	Antibody validation of the manufacturers were available for all antibodies including positive and negative staining controls. Additionally we confirmed BAX (#2772), BAK (#12105), Caspase-3 (#9662), Caspase-7 (#12827), STING (#13647), MDA-5 (#5321), RIG-I (#3743), MAVS (#3993), MAVS (#83000), Toll-like Receptor 3 (#6961), Phospho-IRF-3 (Ser386) (#37829), IRF-3 (#4302), and cGAS (#79978) through knockout experiments. Anti-J2 (exalpha 10010500) was validated with mtDNA depletion. PARP (#9532), Cleaved Caspase-3 (Asp175) (#9661), Cleaved Caspase-7 (Asp198), phospho-Stat1 (Tyr701), and Phospho-TBK1/NAK (Ser172) (#5483) antibodies were experimentally validated with positive control experiments.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	All cell lines were purchased from American Type Culture Collection (ATCC) or Duke University Cell Culture Facility (CCF). The commonly-used cancer cell lines used in this study were A375, Colo205, C32, A431, SK-MEL-28, and B16F10.
Authentication	All cell lines were authenticated prior to use using STR profiling.
Mycoplasma contamination	All cell lines were confirmed as mycoplasma-free upon receipt.
Commonly misidentified lines<br>(See ICLAC register)	No cell lines were misclassified.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Syngenic B16 tumors: Mus Musculus, 5-6 week old, C57BL/6 and were housed in the Duke Cancer Center Isolation Facility (CCIF). CCIF Environment: The facility is organized into 8 modules, each having multiple anterooms/airlocks and pass-through sterilizers. Modules 1-4 functions as single corridor modules with pass-through autoclaves and anterooms/airlocks, and modules 5-8 are organized on a clean-dirty pass-through system via anteroom/airlocks and corridors. Temperature, humidity and pressures are controlled by a pneumatic control system with digital backup alarms. Each module is provided with 100% outside air. Exhaust systems and Air supply is HEPA filtered. Species-specific heat and humidity are maintained within the parameters outlined in The Guide for the Care and Use of Laboratory Animals. The animals are fed a standard laboratory diet. Breeding or specialty diets will be provided upon request. Mice are housed in micro-isolated caging on enrich-o-corn cob bedding and changed every two weeks. Rats are changed once a week. DLAR will provide alternative bedding based on scientific need. Group housing of up to 5 mice per cage and up to 2 rats per cage is strongly encouraged. Husbandry practices are in accordance with "The Guide." Environmental enrichment for singly housed animals will be provided unless an exception is granted by the IACUC. All rodents in CCIF is housed in individually ventilated caging. DLAR provides disposable carriers and bags for transporting animals. In the event of overcrowding, investigators will be given 48 hour notice to separate the animals into new caging. Euthanasia chambers are available in each of the modules and carcass freezers are located in 105COR hallway. No BSL or hazardous agents should be administered to animals in CR II without prior consent from DLAR.
Wild animals	No wild animals were used in this study.
Reporting on sex	B16 mouse melanoma cells were extracted from a female mouse. We used female C57BL/6 mice for all of our studies to minimize any immune effects related to sex differences.
Field-collected samples	No samples collected from the field were used in this study.

Ethics oversight

The Duke University Institutional Animal Care & Use Committee (IACUC) reviewed and approved the cell line xenograft transplantation and treatment protocol described in this study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Samples were prepared according to the CellEvent™ Caspase-3/7 Green Detection Reagent (#C10423) manufacturer protocol.

Instrument

Becton Dickinson FACSCanto II

Software

FlowJo 2019

Cell population abundance

Cell populations were entirely pure of any contaminants.

Gating strategy

ells were gated for live cells based on FSC/SSC and singlets based on FSC.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

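The data are raw read counts per gene from RNA sequencing of B16 mouse melanoma cells, 3 wild-type control and 3 CASP3-/-7-/- libraries, all from cells treated with 0.5 µM doxorubicin. The authors deposited 1 table of whole-number counts, with 46078 genes named by Ensembl identifiers. According to the paper and the submitters' processing notes, the authors trimmed reads with TrimGalore, ran FastQC, mapped to GRCm38 with HISAT2, kept reads that map to a single locus and counted reads per gene with featureCounts. Versions, the annotation release, the strand setting and how the 2 reads of a pair were counted are not given in the sources used here. Without a known strand setting, reads of overlapping genes cannot be told apart. Reads that fit near-identical copies were removed by the authors' single-locus step, which lowers genes with such copies.

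From these deposited counts, genes were named and placed with the GENCODE annotation of GRCm38, which held 98.2% of the identifiers. Libraries were scaled by TMM over the 15866 genes that filterByExpr kept. Those genes were tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit with robust estimation and glmQLFTest). Genotype was the only term, with Benjamini-Hochberg adjustment over the tested genes. Standard errors were taken as the size of the log2 fold change over the square root of F. For genes nearly silent in control cells this value is too small for the few reads. For Ifit3b it was 0.099, where DESeq2 gave a standard error of 0.26. Genes with 1 to 3 counts in a group are given as a ratio of summed counts, scaled by the effective library sizes, with a 95% Clopper-Pearson interval that covers counting error only. The text names the genes the paper names for this experiment, the targeted genes and genes of the pathways and assays the paper describes, the 10 genes with the largest rise and the 10 with the largest fall among those past an adjusted p of 0.05 with a mean of at least 1 CPM and no overlap between the groups (predicted genes left out), and, per gene list, up to 4 genes with the smallest p in the more frequent direction and up to 2 in the other. This rule was set before the data were examined, when approximate fold changes of the 5 genes named in Supplementary Fig. 4b had been seen. Not every gene of the rule is given a value in the text, with Bax, Bak1, Myd88 and Parp1 among those left out. Cd68, Sprr1a and Krt16 fall under the rule, while the mitochondrial genes other than mt-Co1, mt-Nd5 and mt-Cytb, the genes of the 2-cell stage, Ptprc, Cd3e, Csf1r, Adgre1, Lyz2, Itgam, Actb, Snord104, Snord22, Rpph1, Malat1 and Rn7sk were chosen after their values were seen.

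Gene groups were tested as 28 lists written before the data were examined. Lists named after Hallmark pathways were written from memory and are not that collection, which was not used here. For the 27 lists with at least 5 tested members, limma 3.58.1 gave camera tests on log2 CPM (prior count 2, preset correlation 0.01), camera with an estimated correlation, and fry. With the estimated correlation no list passed an adjusted p of 0.05, whereas 14 lists were called higher and 3 lower with the preset one, and 22 by fry, which asks whether a list's genes move on balance and not whether they move more than other genes. The estimate was 0.0085 for the interferon gamma list, -0.066 for chemokines and -0.040 for necroptosis, all below the preset 0.01. A higher correlation therefore did not end those 3 calls. For the other called lists the estimate was above the preset. Camera with an estimated correlation also uses the few residual degrees of freedom of 6 libraries, which by itself makes any list hard to call. Enrichment was computed with fgsea 1.28.0 (sets of 15 to 500 genes, weight 1, fixed seed) on Wald statistics from DESeq2 1.42.0 over the genes edgeR tested, since the paper ran preranked GSEA on DESeq2 output and its text does not name the ranking statistic. The same was done for mouse Reactome sets, of whose genes 95.8% were matched. Enrichment p-values rest on permuted genes and are not used for calls.

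The depth was 15045248 to 18502300 counts in the control libraries and 11660515 to 15863576 in the CASP3-/-7-/- libraries. Replicates of one genotype differed by more than the sampling noise, with a chi-square per gene of 1.91 to 4.81 where sampling alone gives 1, so none was taken as a duplicate. Correlations of log2 CPM across genes were 0.993 to 0.994 within a genotype and 0.931 to 0.936 between genotypes. On data simulated from the means and library sizes of these samples, with 3 libraries against 3, the edgeR step recovered 95 of 100 genes changed by a log2 fold change of 1 and 69 of 100 changed by 0.5 among 15545 genes, with 10 false calls. The 200 changed genes had a mean above 1 CPM and went up and down in equal number. In the real data 68.8% of the tested genes were called, so the simulation does not test the scaling when most genes change.

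The alternatives were median-of-ratios and upper quartile factors, library size alone, leaving out mitochondrial genes, no filter, at least 10 counts in every library, DESeq2, limma-voom, the replicate number as a block, each library left out in turn, a gene length offset (a loess trend per library) without and with the block, other ranking statistics and weights for the enrichment, and other list tests. For DESeq2 and limma-voom, lists were tested on the ranked statistics with cameraPR. A centred version of the length offset and a gamma list joined with the alpha list were added after seeing the data. The share of counts on mitochondrially encoded genes was compared between genotypes with a two-sided exact permutation test, whose smallest p is 0.1 for 3 against 3. Cells treated with DMSO are not analysed here.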

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

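The 2 tests on mitochondrial transcripts were chosen after the result was seen, and those on genes of the 2-cell stage before the tested values were seen, although that list was itself written after the table of all genes had been examined.

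Mitochondrial rRNAs, which the paper does not discuss, were higher in CASP3-/-7-/- cells than in every control library. The log2 fold change was 2.41 for mt-Rnr1 and 1.44 for mt-Rnr2, while 7 of 9 tested mitochondrial mRNAs were lower in edgeR and none was higher. A change in the amount of all mitochondrial transcripts would move both classes the same way, but the median of the mRNAs was -0.68. More RNA without a poly(A) tail in the CASP3-/-7-/- libraries stays open, since the values go both ways: the median of 50 small nuclear, nucleolar and other such RNAs was 0.24 (quartiles 0.033 and 0.470), below the 0.51 of protein-coding genes at the same level, and of the 4 with a log2 CPM of at least 2 Snord104 was at -0.03, Snord22 at 0.31, Rpph1 at 0.44 and Rn7sk at 1.12, all below both rRNAs, while the replication-dependent histones had 21 of 29 higher and a median of 0.95. A difference in processing or stability of the rRNAs between the genotypes also stays open and was not tested.

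Of 35 listed genes of the 2-cell stage embryo 29 were tested, on 7 chromosomes. All 29 were higher in CASP3-/-7-/- cells, with a median log2 fold change of 4.77. Many of them passed the filter on low counts only through the CASP3-/-7-/- libraries. Pramef6 had 1 count over the control libraries and 91 over the CASP3-/-7-/- libraries, and B020031M17Rik had 3 and 280. Since the list was also written after all genes had been seen, 29 of 29 was close to fixed in advance. Zscan4d went from 0.438 to 35.6 CPM (without TMM scaling) and Tcstv1 from 0.776 to 32.0. Members of these families are near-identical copies, so their separate values are uncertain. Genomic DNA or background reads would raise other silent families alike, but the CPM summed over odorant, vomeronasal and keratin-associated protein genes had a log2 ratio of only 0.61, although each CASP3-/-7-/- library (42.8 to 46.8) lay above each control library (27.8 to 30.4). A clone present in only one of the pools and an effect of the genotype cannot be told apart, since each condition was 1 pool, and either may account for the difference.

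Sprr1a and Krt16, genes of keratinized epidermis that the paper does not discuss, had log2 fold changes of 8.84 and 8.21, with every CASP3-/-7-/- library above every control library. Cd68, a marker of macrophages and of lysosomes, had a log2 fold change of 3.43, again with every CASP3-/-7-/- library above every control library.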

How the results depend on the processing

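The centred length offset and the joined gamma list were chosen after seeing the data, and the other alternatives were set before. Counts of genes stayed within 1.5 times the reported ones except that genes at least 2-fold higher fell from 2194 to 1337 with at least 10 counts in every library, which tests 13592 genes, and genes at least 2-fold lower rose from 971 to 1607 with the length offset and to 1610 with the offset and the replicate block. The filter of at least 10 counts leaves out genes nearly silent in either genotype, Ccl5, Ms4a1 and Zbp1 among them. Their changes could not count there, for genes or for lists. With the centred offset 2207 were at least 2-fold higher and 961 lower. Replicate numbers did not pair the samples, as the correlations of same-numbered deviations were -0.00293, -0.0838 and -0.156, and with the replicate block 5214 genes were higher and 5498 lower. No other split of the 6 libraries called a gene. Every other split mixes the genotypes within its groups, so the genotype difference adds to the spread there and hinders calls. Its groups also keep an unequal share of each genotype, which can hold up list counts and scores. The other splits therefore do not measure what chance gives. The design allows only 10 splits, too few for a share under 0.05. The real split, 1 of 10 for each result, gave 5314 higher, 5605 lower, 2194 and 971 at least 2-fold higher and lower against 0 in the highest other split, 17 lists against 13, and an interferon alpha score of 3.04 against 2.81. The interferon alpha list ranked in place 1 under every alternative, with a score of 2.40 to 3.44, and 7.41 unweighted. The Reactome set Interferon Signaling ranked in places 1 to 2 with a library left out and in place 2 with no filter. The difference in mitochondrial share, -0.0295 percentage points, was -0.442 over the 13 mRNAs alone, and with a library left out it ranged from -0.0892 to 0.0593, changing sign. For 168 of 181 named genes no alternative changed the direction or the side of the threshold, counting only alternatives in which the gene was tested, since the filter of at least 10 counts and the removal of mitochondrial genes leave some out. Many of the named genes were picked from these data for a small p or a large change, so this share does not describe the other genes. Cox4i1 (0.26) went to -0.11 and Rps5 (0.21) to -0.15 with the length offset, with and without the block. Of genes that did not pass the test, mt-Co1 (-0.031) went to 0.038 with upper quartile factors, to 0.021 with at least 10 counts and to between -0.090 and 0.044 with a library left out, and mt-Tp (-0.15) to between -0.70 and 0.17 with a library left out. Genes with few counts are limited by depth, as with 32 counts of Ifit3b over the control libraries. Where no cause is named, the cause was not tested.

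With an estimated correlation, camera's adjusted p was 0.141 for the interferon alpha, gamma, chemokine, G2/M and histone lists, 0.217 for MHC class I, p53 and necroptosis, 0.276 for the unfolded protein response and leukocyte markers, 0.277 for sensing, 0.299 for TNF and IL6 signaling, 0.443 for mitochondrial mRNAs, 0.461 for nuclear oxidative phosphorylation, 0.479 for MYC targets V2 and 0.768 for ribosomal proteins, which ended all 17 calls. For the gamma, chemokine and necroptosis lists the estimate lay below the preset correlation, so a higher correlation did not end those calls. Without members of other lists it was 0.0593 for the unfolded protein response and MYC targets V2, 0.0918 for MHC class I, 0.116 for TNF, 0.129 for gamma, 0.183 for necroptosis, 0.356 for chemokines, 0.523 for IL6 and 0.990 for sensing, which ended those calls, and 0.0105 for BCL2 family genes, a gain, while hypoxia, lysosome and mTORC1 lists turned sign at 0.990. With at least 10 counts in every library it was 0.0583 for leukocyte markers, 0.108 for chemokines, 0.112 for ribosomal proteins and 0.189 for necroptosis, calls that ended, 0.0307 for ECM and 0.0391 for mTORC1, calls gained, and hypoxia (0.834) and mitochondrial RNA decay (0.976) turned sign. Fry called BCL2 family genes (3.49e-05), ECM (6.38e-05), E2F targets (1.34e-04), fibroblast, endothelial and epithelial markers (4.46e-04), mTORC1 (0.00148) and lysosome (0.0349), not ribosomal proteins (0.0996), and turned hypoxia (0.0593). On ranked statistics DESeq2 called ECM (1.33e-06), mTORC1 (0.0219) and E2F targets (0.0262), and limma-voom called ECM (1.38e-05), mTORC1 (0.0215) and E2F targets (0.0355) and turned hypoxia (0.968). ECM (0.0537) was called with median-of-ratios factors (0.0487), upper quartile factors (0.0405) and no filter (0.00875), and ribosomal proteins lost their call with upper quartile factors (0.0649). With the length offset MYC targets V2 lost its call (0.312, and 0.325 with the block), fibroblast, endothelial and epithelial markers gained one (0.0248 and 0.0214), necroptosis was at 0.0628 with the block, and cholesterol (0.562 and 0.580), hypoxia (0.793 and 0.783) and lysosome (0.401 and 0.471) lists turned sign. With no filter cholesterol (0.983) and lysosome (0.706) turned sign. With a library left out necroptosis ranged from 0.0186 to 0.0569, losing its call without control replicate 1 (0.0547) or CASP3-/-7-/- replicate 2, ECM from 0.0406 to 0.0763, hypoxia from 0.820 to 0.999 and lysosome from 0.747 to 0.970.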

Differences from the paper's values

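The fold changes are on one scale, log2 of CASP3-/-7-/- over control, and the standard error of the fit is the error used. That error was taken from the test statistic and is not a direct measure of the spread between replicates. For Cxcl10 it was 0.091, against 0.18 with DESeq2 and 0.20 with limma-voom. For Ifit3b it was 0.099, against 0.26 and 0.27, and for Isg15 0.16, against 0.24 and 0.13. A gap may pass the error only because the error is small. The paper's values come from the same samples. The error of reading the panel by eye was not counted. A gap beyond the standard error may therefore come from the reading alone. Isg15 had a log2 fold change of 5.72 (standard error 0.16), where the paper's value is about 5.9 in Supplementary Fig. 4b, read by eye. Of the alternatives set before the data were examined, upper quartile factors (5.78), at least 10 counts in every library (5.77), leaving out control replicate 2 (5.97) and DESeq2 (5.71, with a larger standard error of 0.24) fell within the error of the paper's value, and the others did not. Cxcl10 had a log2 fold change of 7.95 (standard error 0.091), where the paper's value is about 8.1 in Supplementary Fig. 4b, read by eye. It fell within the error with upper quartile factors (8.02), without control replicate 1 (8.04) or 2 (8.02), with DESeq2 (7.93, standard error 0.18) and with limma-voom (7.96, standard error 0.20), and not with the others. Ifit3 had a log2 fold change of 9.07 (standard error 0.087), where the paper's value is about 9.3 in Supplementary Fig. 4b, read by eye, and no alternative fell within the error. Ifit1 and Ifit3b did not differ from the values read from that panel in the reported fit, but Ifit1 did with no filter, without any one of the control replicates and with the length offset (with and without the block), and Ifit3b with no filter, without control replicate 2 or 3 or CASP3-/-7-/- replicate 1, and with the length offset (with and without the block).

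The normalized enrichment score of the interferon alpha list was 3.04, where the paper's value is about 2.7 in Supplementary Fig. 4c, read by eye, and no alternative fell within the error, taken as the SD over the scores with a library left out (0.0318), which share most libraries. The list used here is not the Hallmark list, and the error of reading that panel by eye was not counted either. The paper's panel places the interferon gamma response next after the interferon alpha response and puts MYC targets V2 above the unfolded protein response and the p53 pathway. Here the interferon alpha list also had the highest score, the interferon gamma genes outside the alpha list ranked in place 9 of 23 (1.93), and p53 targets (2.31) and the unfolded protein response (2.30) ranked above MYC targets V2 (1.97). With the gamma list joined to the alpha list, which was chosen after seeing the values, it ranked in place 2 (2.94).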

Other observations

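Genes of nuclear-encoded oxidative phosphorylation were lower in CASP3-/-7-/- cells in 54 of 75 tested cases and higher in 7 (54 and 7 when adjusted over the list alone), with the ATP synthase gene Atp5g3 at -1.01 and Ndufb2, of complex I, at 1.29 on the log2 scale. By camera the adjusted p was 8.95e-06 (adjusted p = 0.461 with an estimated correlation). Mitochondrially encoded mRNAs were lower in 7 of 9 tested cases (7 when adjusted over the list alone) and higher in none, with mt-Cytb at -1.11 (standard error 0.073) and mt-Nd5 at -0.99 (standard error 0.079), while mt-Co1 did not pass the test at -0.03 (standard error 0.064). Camera gave an adjusted p = 0.0102 (adjusted p = 0.443 with an estimated correlation). The mitochondrial share of all counts was 1.99% ± 0.139 in control and 1.97% ± 0.157 in CASP3-/-7-/- cells (SD, n = 3 each, exact permutation p = 0.9). The 13 mRNAs made up 1.83% and 1.39% of counts and the 2 rRNAs 0.161% and 0.574% (exact permutation p = 0.1 for each, the smallest possible). These shares and calls are uncertain, because reads that fit more than 1 locus were removed, and mt-Co2 (247 counts over the control libraries) and mt-Atp6 (67) had few counts beside mt-Co1 (406293). Whether reads shared with nuclear copies account for that was not tested. Of 24 genes of mitochondrial RNA synthesis and decay, 6 were higher and 8 lower (the same counts when adjusted over the list alone), with Pnpt1 at 0.74 and Supv3l1 at 0.57, and camera gave an adjusted p = 0.720 (adjusted p = 0.768 with an estimated correlation).

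Genes of G2/M and mitosis were higher in 44 of 62 cases and lower in 10 (44 and 10 when adjusted over the list alone), with Ccnb1 at 2.52 and Foxm1 at -0.89, at an adjusted p = 7.00e-05 from camera (adjusted p = 0.141 with an estimated correlation). Replication-dependent histone genes, whose transcripts lack a poly(A) tail in cycling cells, were higher in 21 of 29 cases and lower in none (22 and 0 when adjusted over the list alone), at an adjusted p = 4.25e-05 from camera (adjusted p = 0.141 with an estimated correlation). E2F targets had 33 higher and 19 lower of 71 (33 and 19 when adjusted over the list alone), with Chaf1b at 3.02 and Tk1 at -4.47 (adjusted p = 0.1200 from camera, adjusted p = 0.374 with an estimated correlation). Of 15 genes of necroptosis and pyroptosis 9 were higher and 3 lower (9 and 3 when adjusted over the list alone), with Zbp1, a nucleic acid sensor, at 6.91 and Gsdme at -1.19 (adjusted p = 0.0295 from camera, adjusted p = 0.217 with an estimated correlation, 0.183 without members shared with other lists, 0.189 with at least 10 counts in every library, 0.0547 without control replicate 1, 0.0569 without CASP3-/-7-/- replicate 2, and 0.0628 with the length offset and the replicate block). Of 24 BCL2 family and apoptosome genes 7 were higher and 14 lower (7 and 14 when adjusted over the list alone), with Bbc3 at 1.22 and Bcl2l1 at -1.15 (adjusted p = 0.154 from camera, adjusted p = 0.299 with an estimated correlation). ECM genes had 13 higher and 21 lower of 47 (13 and 21 when adjusted over the list alone), with Fn1, fibronectin, at -1.94 (adjusted p = 0.0537 from camera, adjusted p = 0.361 with an estimated correlation). Ribosomal protein genes had 3 higher and 38 lower of 78 (3 and 35 when adjusted over the list alone), at a median of -0.15 (adjusted p = 0.0102 from camera, adjusted p = 0.768 with an estimated correlation, 0.0649 with upper quartile factors, 0.112 with at least 10 counts in every library, and 0.0996 by fry). Genes of pigmentation (7 higher and 10 lower of 24, with Tyrp1 at -1.16), cholesterol synthesis (12 and 7 of 25), hypoxia and glycolysis (16 and 17 of 35) and lysosome and autophagy (18 and 16 of 45) went both ways, with adjusted p of 0.720, 0.710, 0.885 and 0.786 from camera (adjusted p of 0.838, 0.8001, 0.942 and 0.942 with an estimated correlation). Of 13 fibroblast, endothelial and epithelial markers 5 were higher and 1 lower (5 and 1 when adjusted over the list alone), with Krt5 at 4.71 (adjusted p = 0.1200 from camera, adjusted p = 0.299 with an estimated correlation).

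The paper describes intact cGAS/STING and MDA5/MAVS pathways in the B16 model. At another dose and time of doxorubicin, it reports less Ifit3 induction and TBK1 phosphorylation in CASP3-/-7-/- cells that also lack STING or MAVS. The transcript levels given here do not measure whether a pathway works. In the doxorubicin-treated cells Cgas stood at 1.42 ± 0.3001 and 2.19 ± 0.435 CPM in control and CASP3-/-7-/- cells (SD, n = 3 each), Tmem173, which encodes STING, at 36.8 ± 4.72 and 20.8 ± 1.40, Ifih1 at 32.1 ± 2.34 and 297 ± 6.21, and Mavs at 68.1 ± 1.87 and 53.8 ± 3.65. Cgas, which overlaps Gm8093, lost its call with DESeq2 and with the length offset, among other alternatives. Actb, a common reference transcript, was at 1977 ± 103 and 975 ± 77.0 CPM in the same order, and Tbp did not pass the test at a log2 fold change of -0.09 (standard error 0.067). Malat1, a nuclear transcript, was at 1012, 819 and 766 CPM in the control libraries and at 418, 381 and 1203 in the CASP3-/-7-/- libraries, so that replicate 3 stood apart from the other CASP3-/-7-/- libraries. The Malat1 log2 fold change was -0.37 (standard error 0.55) and did not pass the test, and it was -1.12 without that library.

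Fold changes shifted along chromosomes. The test of the number of windows was chosen after the shifts had been seen. Of 149 windows of 100 neighbouring tested genes, 18 had a median log2 fold change beyond 0.3, 10 of them higher and 8 lower, against at most 1 over 100 random orders of the genes, and chromosomes 1, 2, 8 and 16 held most of them. With the members of the interferon and sensing lists left out and the windows drawn anew, 16 windows lay beyond 0.3, 88.9% of the earlier number. Genes of those lists lying together therefore do not account for most of this. Whether the same windows stayed beyond 0.3 was not checked, and other genes that rose were not left out. Different copy numbers in the pooled clones may underlie part of the shifts, which would follow the pools and not the targeted genes, and no DNA was measured. The 18 windows drawn over all tested genes held 11.8% of all called genes and 18 of 100 tested interferon alpha genes, and the median of the other members was 1.53.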
